# MicroRNA‐138 Inhibits Osteogenic Differentiation and Mineralization of Human Dedifferentiated Chondrocytes by Regulating RhoC and the Actin Cytoskeleton

**DOI:** 10.1002/jbm4.10071

**Published:** 2018-07-18

**Authors:** Hongjun Zheng, David Ramnaraign, Britta A Anderson, Eric Tycksen, Ryan Nunley, Audrey McAlinden

**Keywords:** MICRO‐RNA, MIR‐138, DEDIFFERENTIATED CHONDROCYTES, OSTEOGENESIS, MINERALIZATION, RHOC, ACTIN CYTOSKELETON

## Abstract

MicroRNAs (miRNAs) are known to play critical roles in many cellular processes including those regulating skeletal development and homeostasis. A previous study from our group identified differentially expressed miRNAs in the developing human growth plate. Among those more highly expressed in hypertrophic chondrocytes compared to progenitor chondrocytes was miR‐138, therefore suggesting a possible role for this miRNA in regulating chondrogenesis and/or endochondral ossification. The goal of this study was to determine the function of miR‐ 138 in regulating osteogenesis by using human osteoarthritic dedifferentiated chondrocytes (DDCs) as source of inducible cells. We show that over‐expression of miR‐138 inhibited osteogenic differentiation of DDCs in vitro. Moreover, cell shape was altered and cell proliferation and possibly migration was also suppressed by miR‐138. Given alterations in cell shape, closer analysis revealed that F‐actin polymerization was also inhibited by miR‐138. Computational approaches showed that the small GTPase, RhoC, is a potential miR‐138 target gene. We pursued RhoC further given its function in regulating cell proliferation and migration in cancer cells. Indeed, miR‐138 over‐expression in DDCs resulted in decreased RhoC protein levels. A series of rescue experiments showed that RhoC over‐expression could attenuate the inhibitory actions of miR‐138 on DDC proliferation, F‐actin polymerization and osteogenic differentiation. Bone formation was also found to be enhanced within human demineralized bone scaffolds seeded with DDCs expressing both miR‐138 and RhoC. In conclusion, we have discovered a new mechanism in DDCs whereby miR‐138 functions to suppress RhoC which subsequently inhibits proliferation, F‐actin polymerization and osteogenic differentiation. To date, there are no published reports on the importance of RhoC in regulating osteogenesis. This opens up new avenues of research involving miR‐138 and RhoC pathways to better understand mechanisms regulating bone formation in addition to the potential use of DDCs as a cell source for bone tissue engineering. © 2018 The Authors. *JBMR Plus* is published by Wiley Periodicals, Inc. on behalf of the American Society for Bone and Mineral Research.

## Introduction

Micro‐RNAs (miRNAs) are small noncoding RNAs that function at the posttranscriptional level to suppress translation and/or induce degradation of target mRNAs following binding to specific sites within their 3'UTRs.^1^ In a given cell type, tens to hundreds of genes may be targeted and downregulated by a single miRNA resulting in modulation of multiple cellular pathways.^2^ As such, miRNAs are recognized as important regulators of a diverse range of physiological processes including cell proliferation, differentiation, migration, and apoptosis. Dysregulation of miRNAs has also been identified in a number of pathological states including cancers, cardiac disease, hepatitis C, and various musculoskeletal conditions including osteoarthritis and osteoporosis.^3^, ^4^, ^5^, ^6^, ^7^

With respect to bone biology and disease, numerous studies have reported functional roles for many miRNAs in regulating osteogenesis and bone cell homeostasis.^7^, ^8^, ^9^ Among some well‐studied bone‐related miRNAs, miR‐214 has been identified as an inhibitor of osteogenic differentiation, and delivery of miR‐214 antagomirs in vivo was found to attenuate bone loss in mice.^10^, ^11^, ^12^, ^13^, ^14^ Mechanistically, miR‐214 was shown to inhibit *ATF4* to inhibit osteoblastogenesis,^10^ whereas it was also shown to induce osteoclastogenesis by targeting *Pten*.^15^ Another miRNA, miR‐138, has also been shown to function as an inhibitor of mesenchymal stem/stromal cell (MSC) osteogenesis via suppression of the focal adhesion kinase (FAK) signaling pathway; ex vivo approaches indicate that miR‐138 antagomirs could enhance bone formation.^16^, ^17^ The primary mir‐138 sequence is located at two regions in the human genome (chromosomes 3 and 16) resulting in production of two mature miRNAs: miR‐138‐1 and miR‐138‐2. 

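In the GENCODE annotation of GRCh38, MIR138-1 (ENSG00000207954) lies on the plus strand of chromosome 3 from 44114212 to 44114310, and MIR138-2 (ENSG00000207649) lies on the plus strand of chromosome 16 from 56858518 to 56858601. The mature sequence of miR-138-5p, AGCTGGTGTTGTGAATCAGGCCG, occurs in both hairpins, at bases 44114234 to 44114256 of chromosome 3 and at bases 56858527 to 56858549 of chromosome 16. No other annotated gene spans either hairpin. Counts at both loci come from RNA-Seq of DDCs transduced with LV-138, which carries the primary miR-138 sequence, with the nonsilencing control LV-NS, or with LV-181, a vector that the sample labels name and the paper does not report on. The authors deposited the number of reads on each gene without normalization. MIR138-1 had between 63515 and 302465 counts in the 6 LV-138 samples and at most 397 counts in the other 12 samples. In LV-138 cultures at day 7, these counts were 0.2773% of all counts in replicate 1 (Wilson 95% interval 0.2755% to 0.2792%), 0.2539% in replicate 2 (0.252% to 0.2559%) and 1.132% in replicate 3 (1.128% to 1.136%). MIR138-1 differed between LV-138 and LV-NS by a log2 fold change of 8.706 at day 7 (standard error 0.7253, n = 3 per group, adjusted p = 0.001371 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and of 8.824 at day 2 (standard error 0.7286, adjusted p = 0.001248). The alternatives that left out one replicate moved the day 7 value of MIR138-1 most, to between 7.893 and 9.007, and 5 of these 6 fits kept its adjusted p-value at or under 0.05. With the replicate as a block, taken from the sample labels, it was 8.472 at day 7 against 8.706 without the block, and samples of the same replicate in different groups had a mean correlation of 0.45 across genes. MIR138-2 had 0 counts in all 18 samples.

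**Figure D1:**
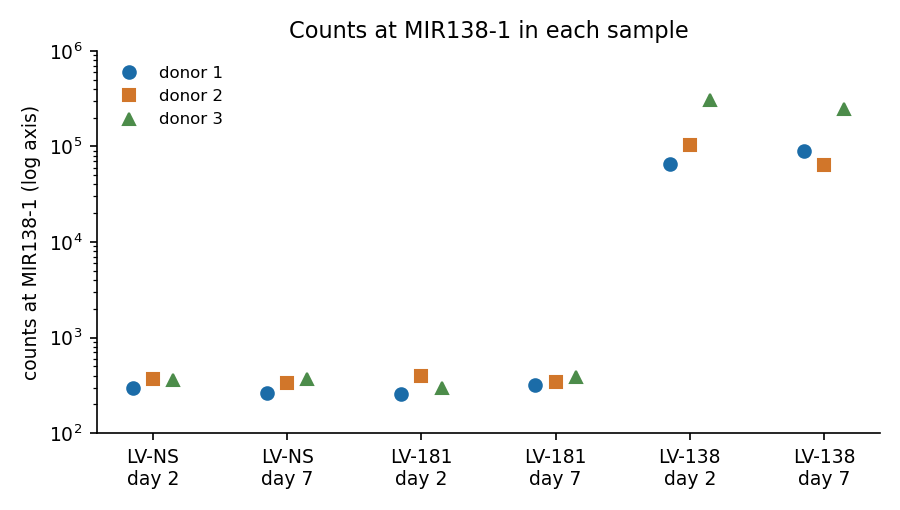
Counts at MIR138-1 in each of the 18 samples, on a log axis, by vector and day, with 1 point per sample and the shape and color marking the donor. The 6 LV-138 samples lie between 63515 and 302465 counts, and every other sample lies at or below 397.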

The functional 5p strand of this miRNA is conserved between humans and mice. In the cancer field, miR‐138 functions as a tumor suppressor and has been shown to regulate a number of processes including cell proliferation, apoptosis, migration, and invasion.^18^ In addition, miR‐138 has also been reported to induce pluripotency via regulation of p53.^19^ A previous study from our laboratory has identified differentially expressed miRNAs within the developing human tibia and femur.^20^ Among these, expression of miR‐138 was found to be more highly expressed in hypertrophic chondrocytes compared with chondro‐progenitor cells. This suggests a potential role for miR‐138 in regulating chondrogenesis and/or endochondral ossification.

Although mesenchymal stem/stromal cells (MSCs) are a commonly used progenitor cell source to study cell differentiation in the chondrogenic and osteogenic lineages,^21^ human primary articular chondrocytes that have undergone multiple passages (P4 or higher) are another source of cells with multipotent function. These dedifferentiated chondrocytes (DDCs) acquire a fibroblastic phenotype and express higher levels of type I collagen (*COL1A1*) relative to the chondrocyte marker, type II collagen (*COL2A1*). Studies have shown that DDCs can be redifferentiated back toward the chondrogenic lineage^22^, ^23^, ^24^, ^25^; of clinical relevance, the ability of these cells to induce cartilage repair or formation has been demonstrated in animal models as well as 3D‐engineered microfibers.^26^, ^27^, ^28^ Interestingly, differentiation of DDCs toward the osteogenic and adipogenic lineages has also been demonstrated in vitro,^29^ yet the mechanisms regulating these differentiation programs in DDCs remain unexplored.

In this study, we have utilized DDCs isolated from human osteoarthritic articular cartilage to determine the function of miR‐138 in regulating osteogenic differentiation of these cells. We found that miR‐138 inhibits osteogenesis and matrix mineralization and noted that cell proliferation, cell shape, and cell migration were also affected. Analysis of potential miR‐138 target genes led us to pursue one specific target, RhoC, because this small‐molecular‐weight GTPase has been implicated in altering cell shape via regulation of the actin cytoskeleton, in addition to regulating processes controlling cell proliferation, migration, and invasion in other systems.^30^, ^31^, ^32^, ^33^, ^34^ Here, we have discovered a new mechanism in DDCs, whereby miR‐138 functions to suppress RhoC expression, which in turn inhibits F‐actin polymerization and the ability of these cells to proliferate, possibly migrate, and differentiate toward the osteogenic lineage. Our additional findings that knockdown of RhoC alone can inhibit osteogenesis provides further evidence to support a functional role for RhoC in regulating the osteogenic process. This opens up new avenues of research involving miR‐138 and RhoC signaling pathways as a means to better understand mechanisms regulating bone formation, in addition to the potential use of DDCs as a cell source for bone tissue engineering.

## Materials and Methods

### Isolation and dedifferentiation of human primary chondrocytes

Human articular cartilage tissue was obtained from osteoarthritis (OA) patients following total knee replacement surgery. Utilization of tissue was approved by the Washington University Human Research Protection Office (IRB ID# 201104119). Articular cartilage was removed from the joint surface, diced into small pieces (approximately 2 mm^3^), and digested in growth medium (DMEM/F12; 10% FBS) containing 0.025% collagenase and 0.025% pronase in cell‐spinner flasks overnight at 37°C. The resulting cell suspension was washed in Hank's balanced salt solution and processed through a 70‐μm sterile filter. Primary chondrocytes were seeded in T75‐cell‐culture flasks (1 × 10^6^ cells/flask) and cultured in growth medium until 90% confluency. Cells were passaged at least 4 times and dedifferentiation was confirmed by assessing the ratio of *COL1A1*:*COL2A1* expression by qPCR.

### Lentiviral production and transduction

Human genomic pri‐miR‐138 and approximately 150 nucleotides upstream and downstream of the pri‐miRNA sequence were amplified by PCR (see Table 1 for primer sequences). The miR‐138 amplicon was inserted into the pLemiR backbone (Addgene, Cambridge, MA, USA)^35^ using Gibson Assembly Master Mix (New England Biolabs, Ipswich, MA, USA). The integrity of the resulting clones was confirmed by Sanger sequencing. pLemiR lentiviruses were used to overexpress the pri‐miR‐138 or a nonsilencing (NS) control RNA.^35^ Lentiviral stocks were prepared as previously described,^36^ and titered using the Lenti‐X p24 rapid titer ELISA (Clontech Laboratories, Palo Alto, CA, USA). Dedifferentiated chondrocytes (DDCs) were seeded at 2 × 10^5^ cells/well in 12‐well plates and transduced for 24 hours with pLemiR lentiviruses expressing the NS control (LV‐NS) or miR‐138 (LV‐138) at a multiplicity of infection (MOI) of 20 using growth medium containing 100 μg/mL protamine sulfate. Fresh growth medium was applied 24 hours after transduction. Transduced DDCs were cultured in growth medium for an additional 48 hours prior to the addition of osteogenic induction medium.

**Table 1:** Primer sequences and Life Technologies miRNA assay IDs used for vector cloning and quantitative PCR

Amplicon	Forward primer (5’ – 3’)	Reverse primer (5’ – 3’)	NCBI Reference
miR‐138 Genomic	CAAACTGGGGCACAGATAACTGGGG AAGGCAGTGAAAT	GGGAGAGGGGCGGAATTTGCGGGGG ATAAACAGCAGCC	NR_029700.1
miR‐138	Life Technologies TaqMan miRNA assay ID 002284		NR_029700.1
miR‐21	Life Technologies TaqMan miRNA assay ID 000397		NR_029493.1
RNU44	Life Technologies TaqMan miRNA assay ID 001094		NR_002750
*PPIA*	TCCTGGCATCTTGTCCATG	CCATCCAACCACTCAGTCTTG	NM_021130.4
*COL2A1*	GGCAATAGCAGGTTCACGTACA	CGATAACAGTCTTGCCCCACTT	NM_001844.4
*COL1A1*	TTCCCCCAGCCACAAAGAGTC	CGTCATCGCACAACACCT	NM_000088.3
*RUNX2*	CATCACTGTCCTTTGGGAGTAG	ATGTCAAAGGCTGTCTGTAGG	NM_001024630.3
*OSX*	CCACCTACCCATCTGACTTTG	CCTTCTAGCTGCCCACTATTT	AF477981.1
*BSP*	TGCTACAACACTGGGCTATGGA	CTTCTTGGGAAGCTGGATTGC	NM_004967.3
*OPN*	CATATGATGGCCGAGGTGATAG	AGGTGATGTCCTCGTCTGTA	NM_001040058.1
*OCN*	AAATAGCCCTGGCAGATTCC	CAGCCTCCAGCACTGTTTAT	NM_199173.5
*ALP*	GAAGTGGGAGTGCTTGTATCT	GAGGCAGTGGAGACAGATTTAG	NM_000478.5
*MMP13*	CTTGACCACTCCAAGGACCC	CCTGGACCATAGAGAGACTGGA	NM_002427.3
*RhoC*	GTCATCCTCATGTGCTTCTC	CTTGCCTCAGGTCCTTCTTATT	NM_175744.4

Life Technologies = Life Technologies Inc, Grand Island, NY, USA; NCBI = National Center for Biotechnology Information.

### Osteogenic differentiation of DDCs

Nontransduced or lentiviral‐transduced DDCs were seeded in 12‐well plates at a density of 2 × 10^5^ cells/well in osteogenic differentiation medium (αMEM containing 10% FBS, 2mM L‐glutamine, 100 U/mL penicillin, 100 µg/mL streptomycin, 10mM β‐glycerol phosphate, 50 µM ascorbic acid, 10nM dexamethasone) for up to 14 days with fresh medium changes every 3 days. To examine matrix mineralization at day 14, DDCs were fixed in 4% paraformaldehyde and stained for 30 min with 1% Alizarin Red ethanol solution. Alkaline phosphatase activity was monitored in day 14 paraformaldehyde‐fixed DDC cultures following treatment with 1‐step 4‐nitro blue tetrazolium/5‐bromo‐4‐chloro‐3‐indolyl phosphate substrate solution (Thermo Fisher Scientific, Waltham, MA, USA) for 15 min at 37°C in a dark humidified chamber. Bone‐specific matrix hydroxyapatite was detected in day 14 cultures using the OsteoImage Mineralization Assay Kit (Lonza Group, Basel, Switzerland) following the manufacturer's protocol. Fluorescence microscopy was carried out for semiquantitative analysis of hydroxyapatite levels. Data were quantified on a fluorescent plate reader set to the appropriate excitation/emission wavelengths (492 nm/520 nm).

### RNA isolation and qPCR

Total RNA was extracted from cells using the Total RNA Purification Kit (Norgen Biotek Corp, Thorold, ON, Canada), which isolates both miRNAs and mRNAs. miRNAs were reverse‐transcribed and quantified with the appropriate TaqMan primer/probe sets (Life Technologies Inc, Grand Island, NY, USA; Table 1), using the TaqMan microRNA reverse transcription kit (Life Technologies) and TaqMan master mix with no UNG (Life Technologies). To determine if levels of miR‐138 following lentiviral transduction were within physiological range, we compared copy numbers of miR‐138 and miR‐21 (a known highly expressed miRNA) in DDCs following transduction with LV‐NS or LV‐138. Synthetic miRNAs corresponding to the 5p strand of mature miR‐138 or miR‐21 were generated (IDT) and known copy numbers (ranging from 100 million to 10 copies) were reverse‐transcribed and amplified by qPCR. Standard curves plots showing miRNA copy number and corresponding CT values were generated and these were used to calculate copy numbers of either miR‐21 or miR‐138 in DDCs following transduction with LV‐NS or LV‐138. mRNAs were reverse‐transcribed using Superscript RT II (Life Technologies), and quantitative PCR was performed using PowerUp SYBR master mix (Life Technologies). PCR primer sequences are shown in Table 1. Fold changes were calculated using the 2‐ΔΔCt method.^37^

### RNA‐Seq and pathway analysis

Three biological replicates of DDCs (transduced with LV‐NS or LV‐138) were induced in osteogenic media, and RNA was extracted from day 2 and day 7 cultures. RNA samples were prepared for sequencing with the Illumina oligo‐dT priming system (Illumina, San Diego, CA, USA) on an Illumina HiSeq 3000. RNA‐Seq reads were demultiplexed with Illumina's bcl2fastq2 and then aligned to the Ensembl release 76 top‐level assembly with STAR version 2.0.4b.^38^ Gene counts were imported into the R/bioconductor package EdgeR^39^, ^40^; the trimmed mean of *M*‐values normalization (TMM) method was used to adjust for differences in effective library size across all samples. Results were filtered for genes with Benjamini‐Hochberg FDR adjusted *p*‐values ≤0.05. The R/bioconductor package heat map3^41^ was used to display heat maps of all significant genes. Global perturbations in known KEGG pathways were detected using the R/bioconductor package GAGE.^42^ The R/bioconductor package Pathview^43^ was used to generate annotated pathway maps on perturbed KEGG signaling and metabolism pathways. Raw and processed data from this study have been submitted to the Gene Expression Omnibus (GEO; National Center for Biotechnology Information, U.S. National Library of Medicine, Bethesda, MD, USA) repository and assigned the accession code, GSE109108.

### Western blot

Cell lysates were prepared with RIPA buffer (50mM Tris‐HCl, pH 8.0, 150mM NaCl, 1% Triton‐X‐100, 0.1% sodium dodecyl sulfate, and 0.5% sodium deoxycholate) supplemented with 1× cOmplete protease inhibitor cocktail (Roche Diagnostics, Mannheim, Germany) and phosphatase inhibitor cocktail (Pierce, Rockford, IL, USA). Total protein concentration was measured using the Bio‐Rad protein assay kit (Bio‐Rad Laboratories, Hercules, CA, USA). Proteins were resolved by SDS‐PAGE and transferred onto a polyvinylidene fluoride membrane. Protein‐containing membranes were blocked with Odyssey Blocking Buffer (LI‐COR Biosciences, Lincoln, NE, USA) containing 0.1% Tween 20. Western blots were performed with mouse anti‐β‐actin antibodies (Abcam ab6267; Abcam, Cambridge, UK) and either rabbit anti‐RUNX2 (Cell Signaling Technology #8486; Cell Signaling Technology, Inc, Danvers, MA, USA), rabbit anti‐osteocalcin (Abcam ab93876), or rabbit anti‐RhoC (Cell Signaling Technology #3430) primary antibodies. Primary antibodies were used at a 1:1000 dilution except for anti‐osteocalcin (1:400 dilution). Data were normalized to β‐actin, a method used in other studies to quantify differences in levels of RhoC.^33^, ^34^ Secondary antibodies (IRDye 800CW‐labeled anti‐rabbit; IRDye 680RD‐labeled anti‐mouse; LI‐COR Biosciences) were used at a 1:10,000 dilution following the manufacturer's recommendation. Resulting band intensity was calculated using the LI‐COR Odyssey software (LI‐COR Biosciences).

### Cell proliferation assay

Lentiviral transduced DDCs were seeded in 96‐well plates at a density of 1 × 10^4^ cells/well. Cell proliferation was measured 24 hours later by using the BrdU Cell Proliferation ELISA Kit following the manufacturer's protocol (Abcam ab126556). Data were quantified using a spectrophotometer set at a dual wavelength of 450 nm/550 nm.

### In vitro scratch assay

Nontransduced, LV‐NS, or LV‐138‐transduced DDCs were seeded onto 12‐well plates at a density of 2 × 10^5^ cells/well. After 48 hours (approximately 80% confluency), a scratch (wound) was created across the center of each well using a sterile 1‐mL pipette tip and immediately photographed. This was designated time zero. Cells were cultured in growth media; additional images were taken 24 hours and 48 hours later. Cells within the scratched area were monitored at each time point and analyzed with Image J software (Version 1.5.1, https://imagej.nih.gov/ij/download.html) using the “Analyze Particles” command setting. The relative coverage (ie, the area covered by cells divided by the total scratch wound area) was calculated at 48 hours.

### Cytoskeletal F‐actin staining

Nontransduced, LV‐NS, or LV‐138 DDCs were seeded in 8‐well chamber slides at a density of 1 × 10^4^ cells/well and cultured in osteogenic medium for 48 hours. Cells were fixed with 4% paraformaldehyde for 20 min and incubated with a Phalloidin‐iFluor 488 reagent (Cytopainter; Abcam ab176753) for 1 hour that selectively binds to intracellular F‐actin filaments. Cells were washed 3 times in 1× PBS followed by the addition of a fluoro‐gel mounting medium containing DAPI (Electron Microscopy Sciences, Hatfield, PA, USA). Cells were imaged with a fluorescent microscope at excitation/emission = 493 nm/517 nm.

### miRNA target prediction

A search for predicted miR‐138 target mRNAs was performed using the databases TargetScan (http://www.targetscan.org/),^44^ miRTarBase (http://mirtarbase.mbc.nctu.edu.tw/),^45^ and miRDB (http://www.mirdb.org/).^46^

### Overexpression and knockdown of RhoC

Lentiviral vector pReceiver‐Lv105 containing human RhoC mRNA (NM_001042679.1) (LV‐RhoC) was obtained from GeneCopoeia (EX‐I0317‐Lv105; GeneCopoeia, Inc, Rockville, MD, USA). An empty control vector for pReceiver‐Lv105 (LV‐CTL) was purchased from the same company (EX‐NEG‐Lv105). Lentiviral vectors carrying RhoC ShRNA (TRCN0000307711) (LV‐ShRhoC), or nontarget ShRNA Control (SHC016‐1EA) (LV‐ShCTL) were purchased from Sigma‐Aldrich (St Louis, MO, USA). Lentiviral stocks were prepared as previously described^36^ and were titered using the Lenti‐X p24 rapid titer ELISA (Clontech Laboratories). RhoC overexpression or knockdown in DDCs was confirmed by qPCR and Western blot. For the rescue experiments, DDCs were first transduced with LV‐NS or LV‐138 at an MOI of 20 in growth medium containing 100 μg/mL protamine sulfate for 24 hours. Three days after transduction, DDCs were reseeded and transduced again with LV‐RhoC or LV‐CTL at an MOI of 20 in growth medium containing 100 μg/mL protamine sulfate for 24 hours. Three days after this second transduction, DDCs were reseeded to carry out proliferation assays, F‐actin staining, cell‐migration assays, or osteogenesis assays as already described. For RhoC knockdown experiments, DDCs were transduced with LV‐ShRhoC; 3 days later, cells were reseeded for assays to examine proliferation, F‐actin staining, and osteogenesis.

### Osteogenesis in 3D bone scaffolds

Human cancellous bone was harvested from OA knee joints following total knee replacement surgery, washed thoroughly with Dulbecco's PBS (DPBS), and decalcified by using a mild immunocal formic acid decalcifier solution (1414‐X StatLab, McKinney, TX, USA) for 3 days. Partially decalcified cancellous bone was cut into 5 mm^3^ pieces and further decalcified for 3 days. Resulting decalcified bone “scaffolds” were washed thoroughly in DPBS (3‐ × 6‐hour washes), immersed in an antibiotic solution (10,000 unit/mL penicillin, 10,000 μg/mL streptomycin) for 6 hours followed by additional washes in DPBS (3 × 30 min). Bone scaffolds were air‐dried and stored at room temperature before use. Scaffolds were imaged by micro‐CT using a Scanco μCT40 scanner (Scanco Medical AG, Brüttisellen, Switzerland) to establish a baseline density prior to osteogenesis. Scans were completed at 45 kVp and 177 μA with 300‐ms integration time at an effective voxel size of 6 μm. DDCs (5 × 10^5^) transduced with LV‐NS, LV‐138 + LV‐RhoC, or LV‐138 + LV‐CTL were seeded onto each scaffold and cultured in growth medium for 48 hours prior to addition of osteogenic culture medium. Micro‐CT scans of day 28 scaffolds were collected, and using Scanco (V6.5) software, the morph tool was used to define a region of interest and contours were drawn every 20 slices. A threshold value of 180 was set for the evaluation of all scanned images. VOX‐BV (voxel of bone volume) and VOX‐TV (voxel of total volume) values were used to calculate bone volume relative to total volume (BV/TV). BMDs within the scaffolds were also calculated. 3D images and movies were created using DRAGONFLY software (Object Research Systems, Inc, Montreal, Canada). An additional histological analysis of scaffolds was carried out following Alizarin Red staining of scaffold paraffin sections.

### Statistics

All experiments were carried out in triplicate with DDCs derived from at least three independent human OA articular cartilage specimens. Data are presented as means ± SD; statistical comparisons were made using an unpaired Student's *t* test. In the case of cell proliferation, in vitro scratch assays and 3D osteogenesis assays, multiple comparisons were made using one‐way (ANOVA. Probability values were considered statistically significant at *p* ≤ 0.05.

## Results

### Osteogenic differentiation of DDCs

Dedifferentiation of primary chondrocytes was confirmed at P4 by detection of a fibroblastic phenotype (results not shown) and increased expression levels of *COL1A1* relative to *COL2A1* (Supplemental Fig. 1). Osteogenic differentiation of nontransduced DDCs was achieved as indicated by increased expression in *RUNX2*, osterix (OSX), osteocalcin (OCN), bone sialoprotein (BSP), osteopontin (OPN), alkaline phosphatase (ALP), and matrix metalloproteinase‐13 (MMP13) (Supplemental Fig. 2*A–C*). Enhanced ALP activity, matrix calcification, and hydroxyapatite formation were also shown (Supplemental Fig. 2*D–F*). Successful osteogenesis was also confirmed in DDC cultures transduced with lentivirus overexpressing a control NS RNA (Supplemental Fig. 3*A–F*). This shows that lentiviral transduction does not negatively affect the ability of DDCs to differentiate. Effects of miR‐138 overexpression in DDCs were therefore always compared with DDCs transduced with LV‐NS.

### miR‐138 inhibits osteogenic differentiation of DDCs

Endogenous expression of miR‐138 was found to decrease over time during DDC osteogenic differentiation (Fig. 1 *A*). This finding provided the rationale to overexpress miR‐138 to determine its effects on regulating osteogenesis of DDCs. We first confirmed overexpression of miR‐138 in primary DDCs over time in culture. Figure 1 *B* shows increased miR‐138 levels in DDCs at day 2 and day 14 of differentiation when compared with LV‐NS‐transduced cells at the same time point, albeit overexpression decreased over time in culture. Figure 1 *C* shows that levels of overexpression were within physiological range (ie, lower than endogenous levels of miR‐21, a known highly expressed miRNA). Overexpression of miR‐138 inhibited matrix mineralization as shown by a substantial decrease in both Alizarin Red and hydroxyapatite staining compared with LV‐NS transduced cultures at day 14 (compare Figs. 2 *A*–*D* with Figs. 2 *E*–*H*). Interestingly, low to negligible changes in osteogenic gene expression were found in cultures transduced with LV‐138 compared with LV‐NS. Among these changes, only *RUNX2* and *OCN* gene expression showed a significant decrease in fold change expression at day 2 or day 14, respectively (Fig. 3 *A*,*B*). A modest increase in osteopontin gene expression was found at day 2 (Fig. 3 *C*) while no significant changes in alkaline phosphatase or MMP‐13 gene expression was found at any time point (Fig. 3 *D*). However, a more apparent and significant decrease in RUNX2 (Fig. 3 *E*,*F*) and OCN (Fig. 3 *G*,*H*) protein levels were found following miR‐138 overexpression at day 4 or day 14 of osteogenic differentiation, respectively.

**Figure 1:**
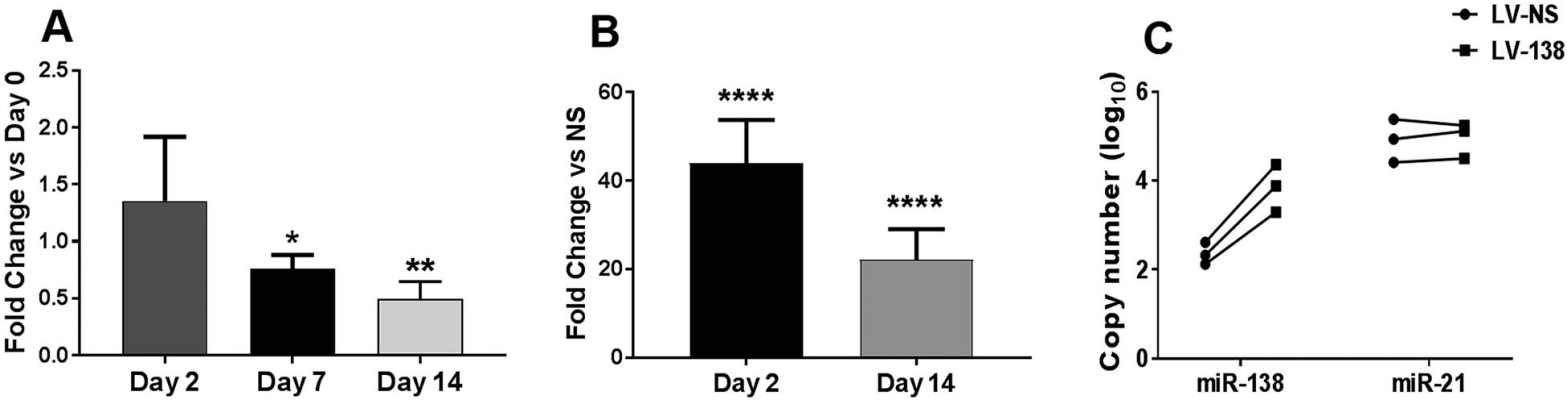
Expression of miR‐138 in dedifferentiated chondrocytes (DDCs). Endogenous expression of miR‐138‐5p in DDCs at day 2, 7, or 14 of osteogenic induction (*A*). Overexpression of miR‐138‐5p in DDCs transduced with LV‐138 at either day 2 or day 14 of osteogenic differentiation (*B*). Following normalization to RNU44, fold change expression of miR‐138‐5p was calculated relative to day 0 (*A*) or LV‐NS at each time point (*B*). Data in (*A*) and (*B*) are expressed ± SD; *n* = 3. *p < 0.05; **p < 0.01; ****p < 0.0001. Quantified copy numbers of miR‐138‐5p or miR‐21‐5p in DDCs transduced with either LV‐NS or LV‐138 (*n* = 3) (*C*).

**Figure 2:**
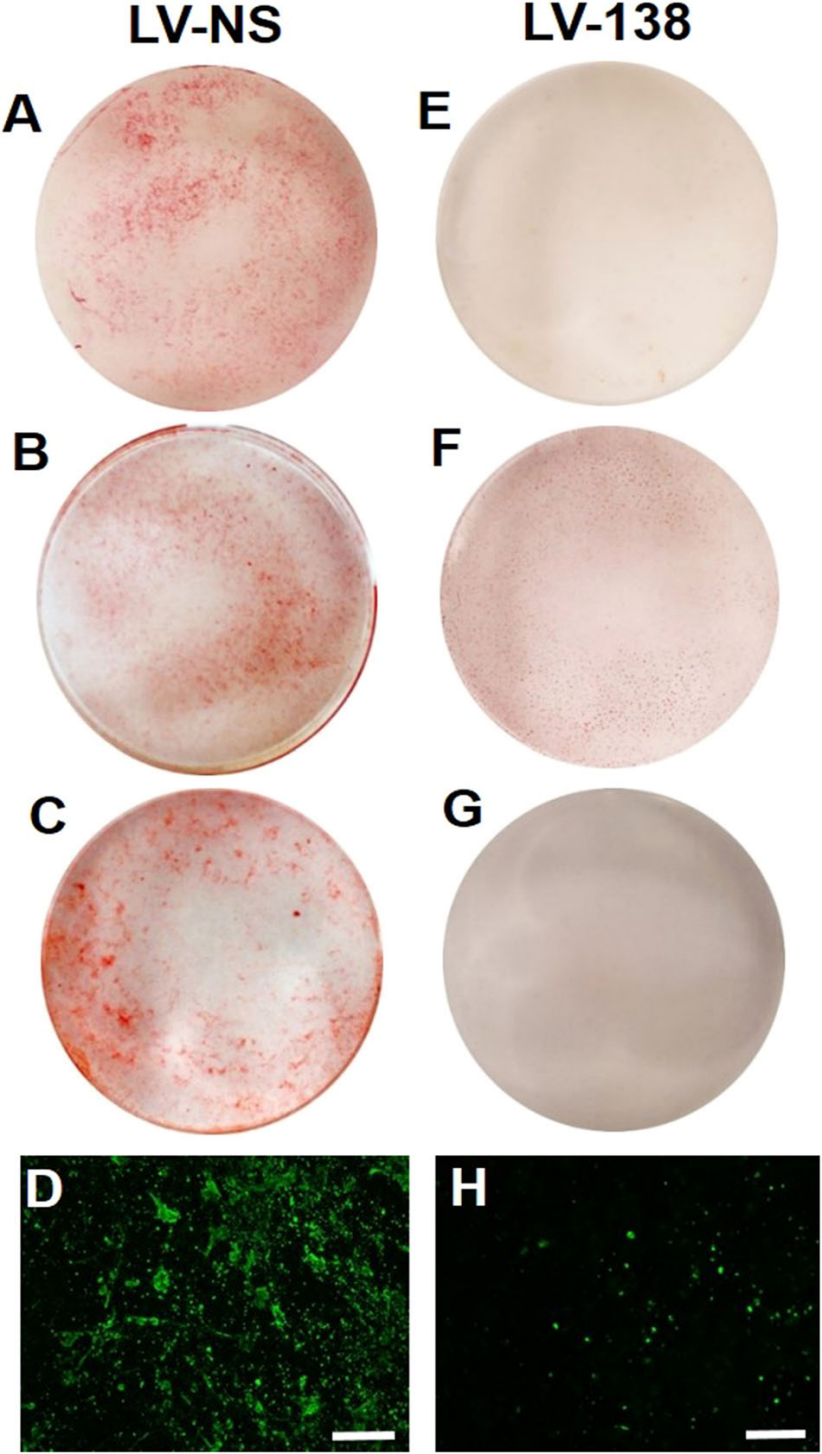
Inhibition of matrix mineralization by miR‐138. Alizarin Red stained cultures of osteogenic‐induced dedifferentiated chondrocytes (DDCs) transduced with either LV‐NS (*A–C*) or LV‐138 (*E–G*) at day 14. Images are from three independent DDC cultures derived from articular cartilage of different patients with osteoarthritis: (*A*) and (*E*): patient 1; (*B*) and (*F*): patient 2; (*C*) and (*G*): patient 3. Hydroxyapatite staining in DDC cultures transduced with either LV‐NS (*D*) or LV‐138 (*H*). (*D*) and (*H*) are representative images of three independent experiments. Scale bars = 200 μm.

**Figure 3:**
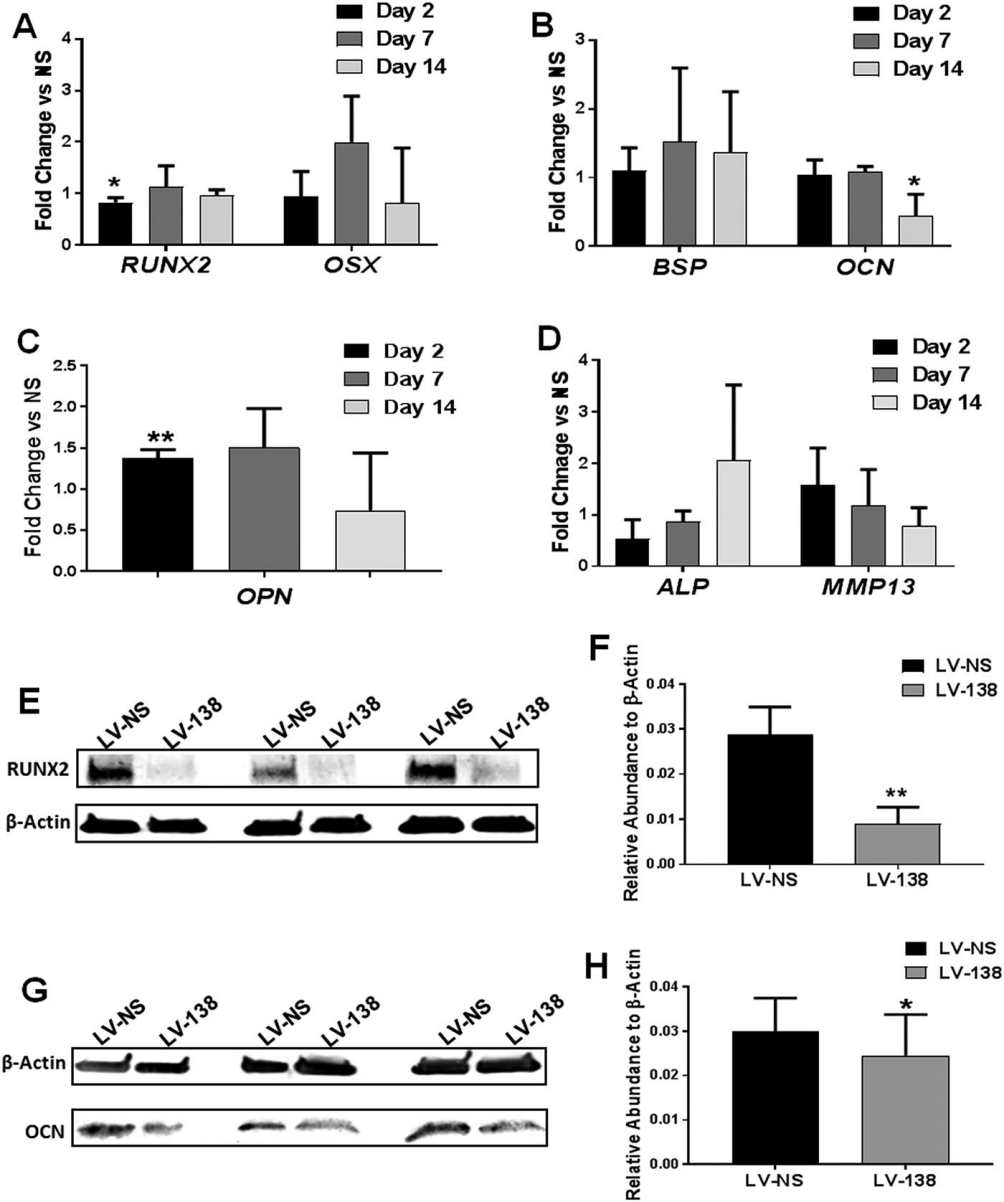
Effects of miR‐138 on osteogenic gene and protein expression. Fold change differences in gene expression in LV‐138‐tranduced cultures compared with LV‐NS control cultures at day 2, 7, or 14 following osteogenic differentiation (*A–D*). Note that the unpaired *t*‐test was used to compare gene expression in miR‐138‐transduced cells compared with nonsilencing control cells at each individual time point. Western blots show decreased expression of RUNX2 (*E, F*) or osteocalcin (OCN) (*G, H*) protein following overexpression of LV‐138 after 4 days or 14 days of osteogenic induction, respectively. β‐actin = 42 kDa; RUNX2 = 57 kDa; OCN = 11 kDa. RUNX2 and OCN Western blots are quantified in (*F*) and (*H*), respectively. Data in (*F*) and (*H*) are expressed ± SD; *n* = 3. *p < 0.05; **p < 0.01.

### miR‐138 modulates cell proliferation, cell morphology, and F‐actin formation

We consistently found lower levels of RNA extracted from LV‐138‐transduced cultures compared with control cells, suggesting that cell proliferation may be affected. We found that overexpression of miR‐138 significantly inhibited cell proliferation by over 60% after 24 hours in culture when compared with LV‐NS transduced control cells (Fig. 4 *A*). Following 7 days in osteogenic medium, differences in cell shape were observed in LV‐138 cultures when compared with LV‐NS‐transduced cells (Fig. 4 *B*,*C*). Changes in cell morphology in these high‐density day‐7 osteogenesis cultures suggested that cell polarity may be disrupted, which could be caused by alterations in the cell cytoskeleton as well as by abnormalities in cell movement/migration. Staining of DDCs with a fluorescently labeled phalloidin conjugate showed differences in cell shape at lower magnification due to miR‐138 over‐expression where cells were less spread‐out (compare Fig. 4 *D* and Fig. 4 *F*). At higher magnification, abundant F‐actin filaments were found in cells transduced with LV‐NS (Fig. 4 *E*), but not in DDCs transduced with LV‐138 (Fig. 4 *G*). Figure 4 *H–J* shows that miR‐138 significantly inhibited the number of cells found in the scratch wound site over a 48‐hour period when compared with DDCs transduced with LV‐NS. Though this suggests that cell migration/movement has been inhibited by miR‐138 overexpression, it should be noted that these findings could be caused, in part, by the inhibitory effect of miR‐138 on cell proliferation.

**Figure 4:**
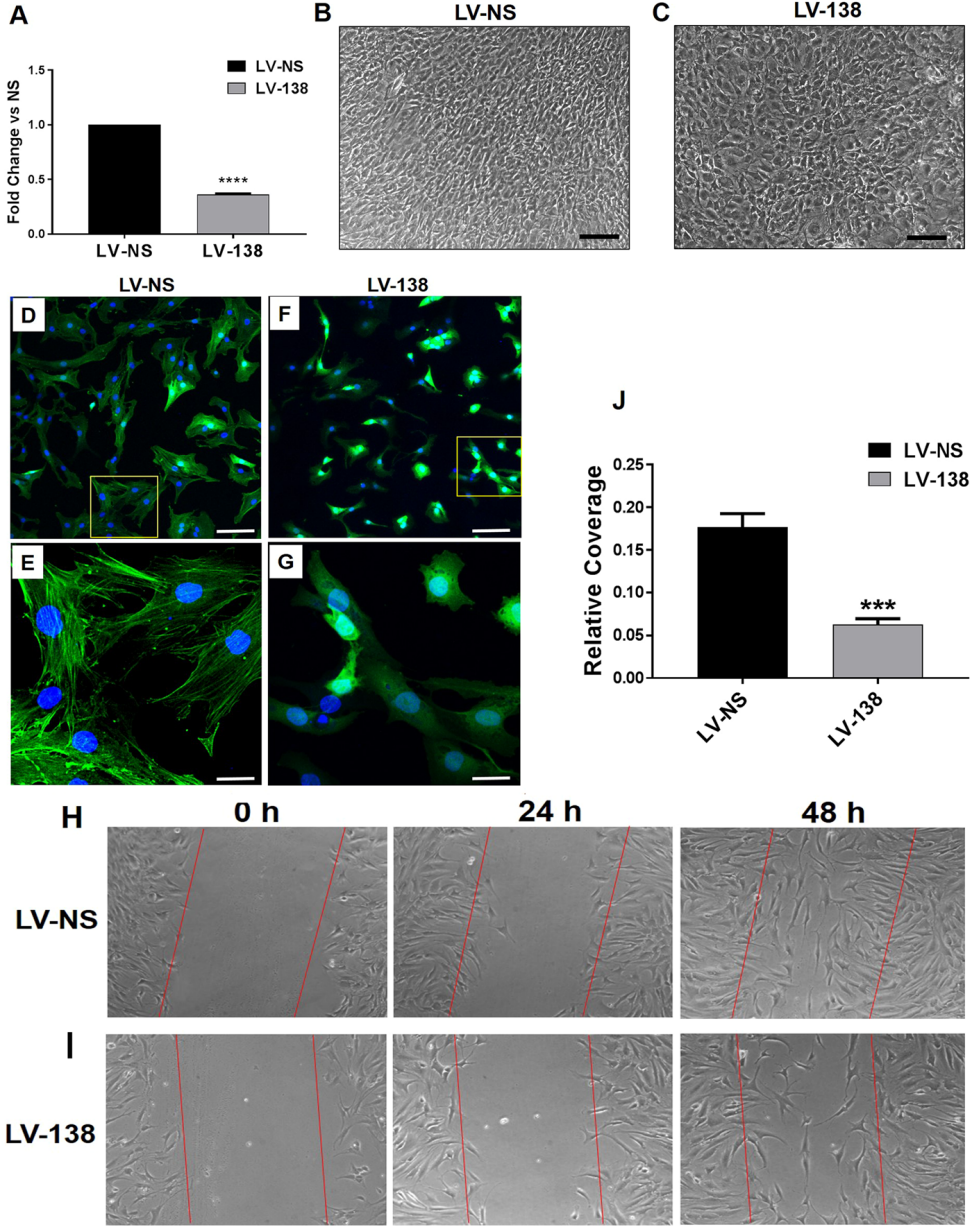
Effects of miR‐138 on cell proliferation, morphology, migration, and the actin cytoskeleton. Fold change difference in cell proliferation of LV‐138‐transduced DDCs compared with cells transduced with LV‐NS (*A*). Light microscopic images of LV‐NS (*B*) or LV‐138‐transduced dedifferentiated chondrocytes (DDCs) (*C*) following 7 days in osteogenic medium. Representative confocal microscopy images shows localization of F‐actin in DDCs transduced with either LV‐NS (*D,E*) or LV‐138 (*F,G*) after 48 hours in osteogenic medium. Yellow‐boxed areas in (*D*) and (*F*) are shown at higher magnification in (*E*) and (*G*), respectively. Light microscopy images show migration of DDCs transduced with LV‐NS (*H*) or LV‐138 (*I*) into the scratch wound area over a 48‐hour period. Quantification of cells covering the scratch wound area at 48 hours is shown in (*J*). Scale bars in (B,C) = 100 μm; scale bars in (*D,F*) = 200 μm; scale bars in (*E,G*) = 50 μm. Data are expressed ± SD; *n* = 3. ***p < 0.001; ****p < 0.0001.

### Identification of RhoC as a target gene of miR‐138 in DDCs

A search for predicted miR‐138 target genes was performed using three web‐based servers: TargetScan (http://www.targetscan.org/),^44^ miRTarBase (http://mirtarbase.mbc.nctu.edu.tw/),^45^ and miRDB (http://www.mirdb.org/).^46^ One highly scored target gene identified by all three programs was the small GTPase, RhoC (Fig. 5 *A*). We pursued this target gene further, given that RhoC has been shown to regulate cell proliferation, migration, and morphology.^32^, ^34^, ^47^ Indeed, we found decreased levels of RhoC in DDCs transduced with miR‐138 when compared with LV‐NS‐transduced cells (Fig. 5 *B*,*C*). No difference in RhoC gene expression was found (Fig. 5 *D*), indicating that miR‐138 inhibits RhoC at the level of translation. Of note, we did not perform luciferase reporter assays (ie, using constructs containing the 3'UTR sequence of RhoC or a mutant version thereof) as an additional approach to confirm that RhoC is a target of miR‐138 because this has already been shown in other studies using cancer cells.^48^, ^49^

**Figure 5:**
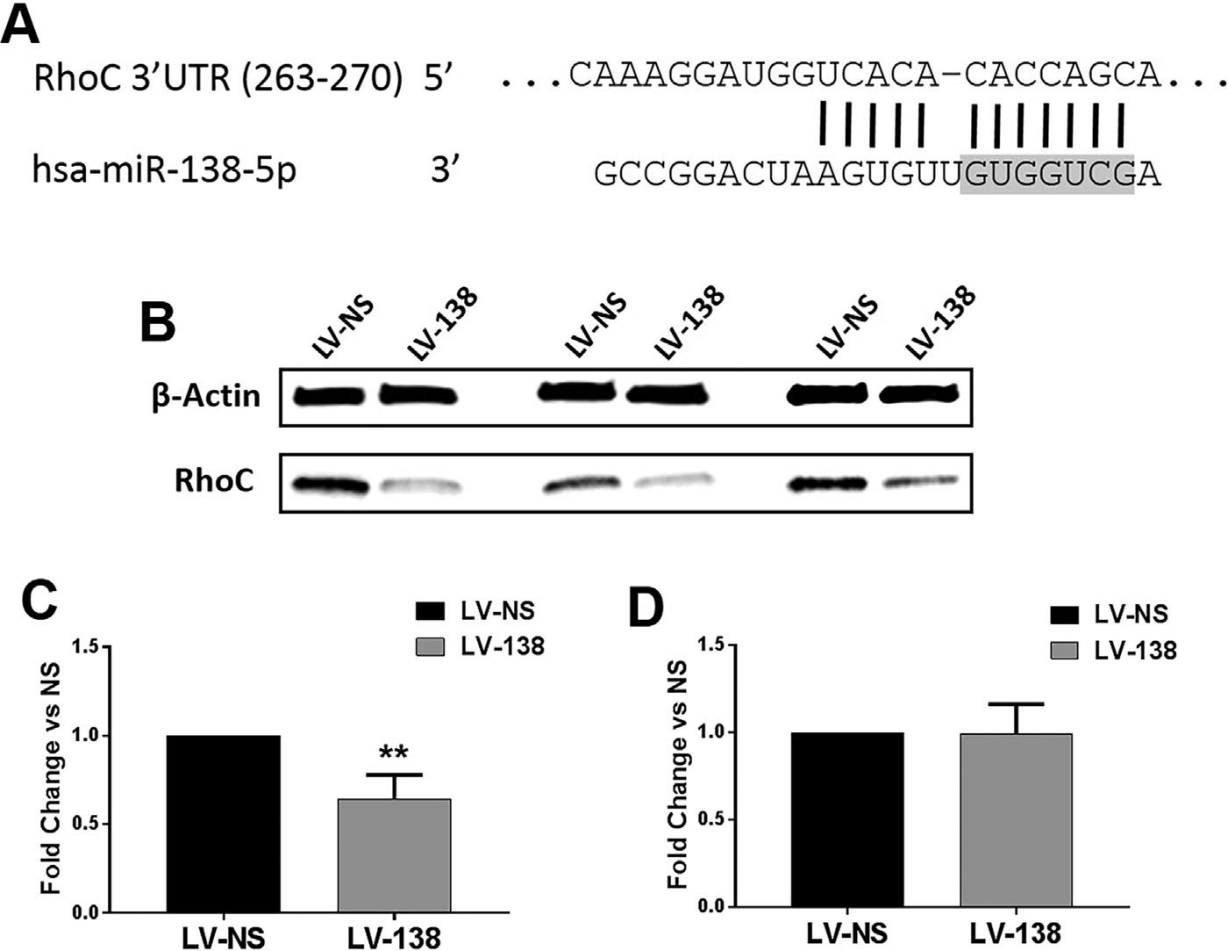
RhoC is a target of miR‐138. The 3'UTR of human RhoC mRNA contains one miR‐138 binding site. The seed sequence of miR‐138 is shaded grey (*A*). Western blot of three biological replicate samples showing reduced RhoC expression in DDCs following transduction with LV‐138 (*B*). β‐actin = 42 kDa; RhoC = 21 kDa. Fold change decrease in RhoC protein expression is quantified in (*C*). RhoC gene expression in LV‐138‐transduced dedifferentiated chondrocytes (DDCs) was compared with expression in DDCs transduced with LV‐NS (*D*). Data are expressed ± SD; *n* = 3. **p < 0.01.

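The reference sequence of GRCh38 places RHOC (ENSG00000155366) on the minus strand of chromosome 1, from 112701106 to 112707434 in the annotation of the deposited files. In the GENCODE annotation, 8 RHOC transcripts have a 3'UTR, and 4 of them contain an 8mer match to miR-138-5p, the complement of positions 2 to 8 of the miRNA followed by an A. The match, CACCAGCA, is the same genomic site in all 4 transcripts, from 112701270 to 112701277 of chromosome 1. It covers bases 263 to 270 of the 3'UTR, counted from 1 after the stop codon. RHOC-201, RHOC-202 and RHOC-204 carry it in exon 6 of 6, and RHOC-208 carries it in exon 5 of 5. The longest of these 3'UTRs has 434 bases. With 25 bases on each side, the transcribed strand of the reference reads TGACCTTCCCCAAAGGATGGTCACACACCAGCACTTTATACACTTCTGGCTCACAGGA at the site.

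**Figure D2:**
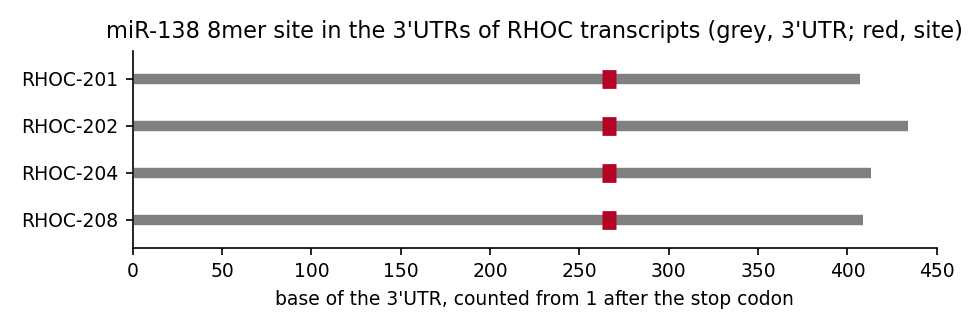
The 3'UTRs of the 4 RHOC transcripts that contain the miR-138 8mer match, drawn to scale in bases from 1 after the stop codon, with the 3'UTR in grey and the match in red. The match lies at bases 263 to 270 in each of the 4 transcripts.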

### RNA‐Seq and pathway analysis

RNA‐Seq and KEGG pathway analysis confirmed some of the changes we observed following miR‐138 overexpression in DDCs. 

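The RNA came from DDCs transduced with LV-138, a lentivirus that carries the primary miR-138 sequence, or with LV-NS, a lentivirus that carries a nonsilencing control RNA, and induced in osteogenic medium. Cultures of 3 biological replicates were collected at day 2 and at day 7, which gives 12 samples in 4 groups of 3. The authors aligned the reads with STAR to a GRCh38 assembly and deposited for each sample the number of reads on each of 62757 Ensembl genes, without normalization, together with CPM and RPKM values computed from the same counts. Between 21684292 and 32613639 reads per sample were counted on genes. The median was 25012878 in LV-138 and 29800223 in LV-NS at day 7, and 26529008 in LV-138 and 30334812 in LV-NS at day 2. Of the reads given in the sample labels, 55.05% to 66.65% were counted on genes in LV-138 at day 7, and 63.76% to 68.46% in LV-NS at day 7. At these depths, 3 counts corresponded to between 0.092 and 0.1383 CPM. For the comparisons here, the counts were normalized by edgeR's TMM method and filtered with its filterByExpr function, and a quasi-likelihood model with the 4 groups and no block was fitted to the remaining 16256 genes. Adjusted p-values are Benjamini-Hochberg values over these genes. Because the sample labels give the same 3 cell sources in each group, the model was also fitted with the replicate as a block, which the methods of the paper do not mention. To check this pairing, the log2 CPM of each gene was centered on the mean of its group, and samples of different groups were correlated across the 16256 genes. Samples of the same replicate had a mean Pearson's r of 0.45 (lowest 0.2991, 18 pairs), and samples of different replicates had an r of at most 0.004152 (36 pairs). These correlations are across genes, which are not independent replicates. Gene sets were compared with all other genes by limma's camera test with an inter-gene correlation of 0.01. The donors are the only batch that the labels give, and each donor contributed 1 sample to every group.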

The heat map in Fig. 6 *A* shows differences in levels of over 3000 genes and, importantly, significant differences were found based on miR‐138 overexpression at day 7 of osteogenesis. 

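Of 16256 genes tested, 186 had an adjusted p-value of at most 0.05 between LV-138 and LV-NS at day 7 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 3 per group). Expression was lower in LV-138 for 130 of them and higher for 56, and each of the 186 changed in the same direction in all 3 donors. Protein-coding genes made up 177 of the 186. At day 2, 1 gene passed the same threshold, MIR138-1, and in the test of the difference between the LV-138 effects at day 7 and at day 2, 0 genes passed it. Among protein-coding genes, the largest change at day 7 was that of BST2 (ENSG00000130303, chromosome 19, 17402939 to 17405648), which had 34.47 ± 33.49 CPM in LV-138 and 1.051 ± 0.2963 CPM in LV-NS (TMM-normalized, SD, n = 3 each). Its log2 fold change was 5.042 (standard error 0.8905, adjusted p = 0.03497). IRF7 (ENSG00000185507, chromosome 11, 612553 to 615999) rose from 0.1444 ± 0.1119 CPM to 2.359 ± 0.5321 CPM (SD, n = 3 each), a log2 fold change of 3.949 (standard error 0.7915, adjusted p = 0.04622), although its 2 to 8 counts per sample in LV-NS leave the size of this change imprecise. SLC15A3 (ENSG00000110446, chromosome 11, 60937083 to 60952530) had the smallest adjusted p-value of these genes, 0.01473, with a log2 fold change of 2.26 (standard error 0.316) and values of 77.97 ± 30.59 CPM in LV-138 against 16.29 ± 1.694 CPM in LV-NS (SD, n = 3 each). The other 7 of the 10 largest changes were also increases, with log2 fold changes of 3.757 for IFI44L, 3.134 for LGALS9, 2.271 for IFITM1, 2.148 for PARP14, 2.125 for SECTM1, 1.985 for KIAA1755 and 1.944 for PARP10, and adjusted p-values between 0.01967 and 0.04622. All 10 were higher in LV-138 than in LV-NS in each of the 3 donors. With one replicate left out, each kept its direction, but only 1 or 2 of the 6 fits per gene kept the threshold. BST2 ran from 3.852 to 5.408 and LGALS9 from 2.164 to 3.529 in these fits. With the replicate as a block, a pairing that rests on the sample labels, 1024 genes passed the threshold at day 7 (648 lower and 376 higher) in place of 186. Same-replicate samples had a mean r of 0.45 in the check of the pairing. Of the alternatives set in advance, the replicate block together with edgeR's likelihood ratio test gave the largest count, 1563 genes, and the fit to only the 6 day 7 samples gave 0. The paper concludes from its comparison that miR-138 overexpression led to significant differences in gene expression at day 7 of osteogenesis.

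**Figure D3:**
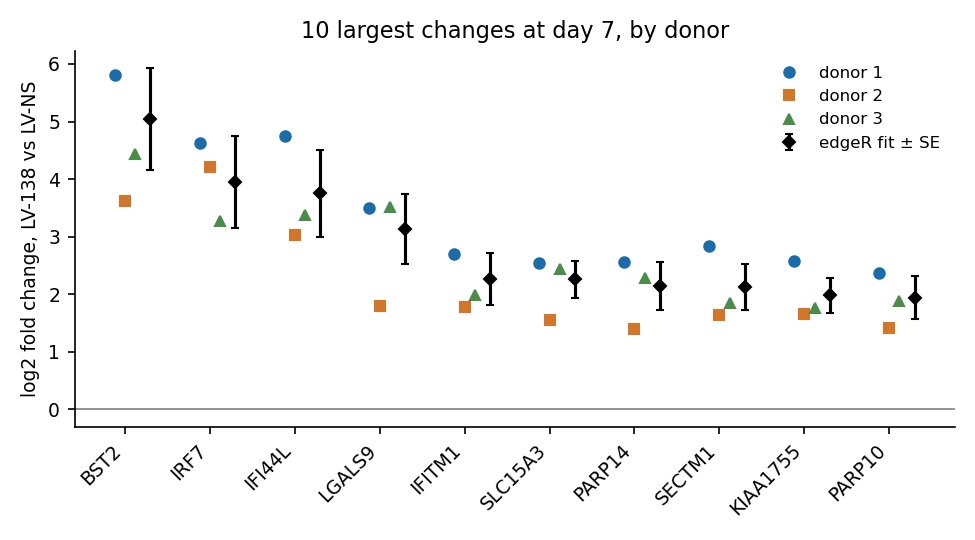
Log2 fold change between LV-138 and LV-NS at day 7 for the 10 protein-coding genes with the largest change, with 1 colored point per donor and the edgeR estimate with its standard error in black. Every point lies above 0, and the edgeR estimates run from 5.042 for BST2 to 1.944 for PARP10.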

Most genes that showed statistically significant expression changes with FDR adjusted *p*‐values ≤0.05 had moderate‐to‐low log 2 fold change differentials. 

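Of the 186 genes with an adjusted p-value of at most 0.05 at day 7, 118 had an absolute log2 fold change under 1, which is 63.44% (Wilson 95% interval over genes 56.31% to 70.02%). A further 55 genes lay between 1 and 2, and 13 lay at 2 or more, 12 of them higher and 1 lower in LV-138. The 1 lower gene was the miRNA locus MIR30A (-9.224), and MIR138-1 (8.706) was among the 12 higher. LV-138 carries the miR-138 sequence, and transcript from the LV-NS vector is a candidate source of the MIR30A counts. These sizes therefore need not be changes of the cells' own genes. The median absolute log2 fold change was 0.8252, with quartiles of 0.5719 and 1.217. Decreases were smaller than increases, with a median log2 fold change of -0.7214 for the 130 genes with lower expression and 1.26 for the 56 genes with higher expression. With 3 samples per group, small changes reach the threshold only in genes that vary little between replicates, so the share under 1 depends on the model. The share ranged from 0% to 46.9% when one replicate was left out, and the fit without a filter on low counts moved it to 43.01%. With the replicate block, whose pairing comes from the sample labels (mean same-replicate r of 0.45), 701 of 1024 genes lay under 1, or 68.46%, against 63.44% without the block. From the low-to-moderate size of the changes, the paper proposes that the phenotypes likely arise from small effects of pathways that add up.

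**Figure D4:**
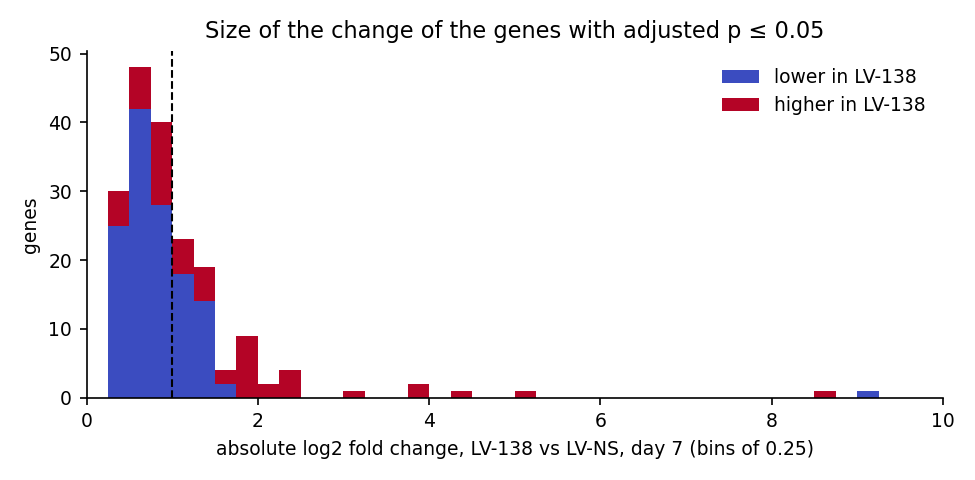
Number of genes by absolute log2 fold change between LV-138 and LV-NS at day 7, in bins of 0.25, for the 186 genes with an adjusted p-value of at most 0.05, with decreases in blue and increases in red. The dashed line marks 1, and 118 of the genes lie to its left. The genes include MIR30A, a decrease of size 9.224, and MIR138-1, an increase of 8.706.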

This suggested that overall differences in observed phenotypes were likely the combination of small, additive effects of biological pathways. Gene‐expression data were further interrogated for global level changes in known KEGG signaling and metabolism pathways; Fig. 6 *B* shows the top 20 most significantly downregulated pathways. 

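Gene lists for 8 of the pathways in Fig. 6B were compiled by hand from their names and from the boxes of Supplemental Fig. 4, since the KEGG lists and GAGE were not used here. Each set was compared with all other genes by limma's camera test on the counts of the 12 LV-138 and LV-NS samples, with Benjamini-Hochberg adjustment over the 8 sets. All 8 sets had lower expression in LV-138 than in LV-NS at day 7. The largest mean log2 fold change was -0.5207 for DNA replication, with 34 of 35 genes lower (adjusted p = 1.49e-27). Mismatch repair had a mean of -0.3819 (20 of 22 genes lower, adjusted p = 3.297e-11) and the ribosome a mean of -0.3452 (80 of 83 genes lower, adjusted p = 2.083e-17). Homologous recombination had a mean log2 fold change of -0.3195 (20 of 25 genes lower, adjusted p = 8.759e-06), oxidative phosphorylation one of -0.1348 (80 of 101, adjusted p = 2.16e-05) and focal adhesion one of -0.104 (114 of 164, adjusted p = 0.0004734). After a regression of the log2 fold changes on transcript length, GC content and expression level, 21.55% of the mean remained for oxidative phosphorylation and 64.1% for the ribosome, against 85.32% or more for the other 6 sets. Every one of the 8 sets was lower in all 3 donors at day 7. Across donors, DNA replication changed by -0.5246 ± 0.08502 and focal adhesion by -0.1312 ± 0.08749 (mean log2 fold change, SD, n = 3). Leaving out one replicate gave means from -0.1889 to -0.06885 for oxidative phosphorylation and from -0.1637 to -0.05702 for focal adhesion. The alternative that moved these tests most was an inter-gene correlation estimated from the data, which left the means as they were but gave adjusted p-values of 0.01161 for DNA replication, 0.05559 for homologous recombination, 0.1487 for the ribosome, 0.1487 for focal adhesion and 0.2635 for oxidative phosphorylation. With the replicate block from the sample labels, the mean of DNA replication was -0.524 and that of the ribosome -0.3432, where same-replicate samples had a mean r of 0.45.

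**Figure D5:**
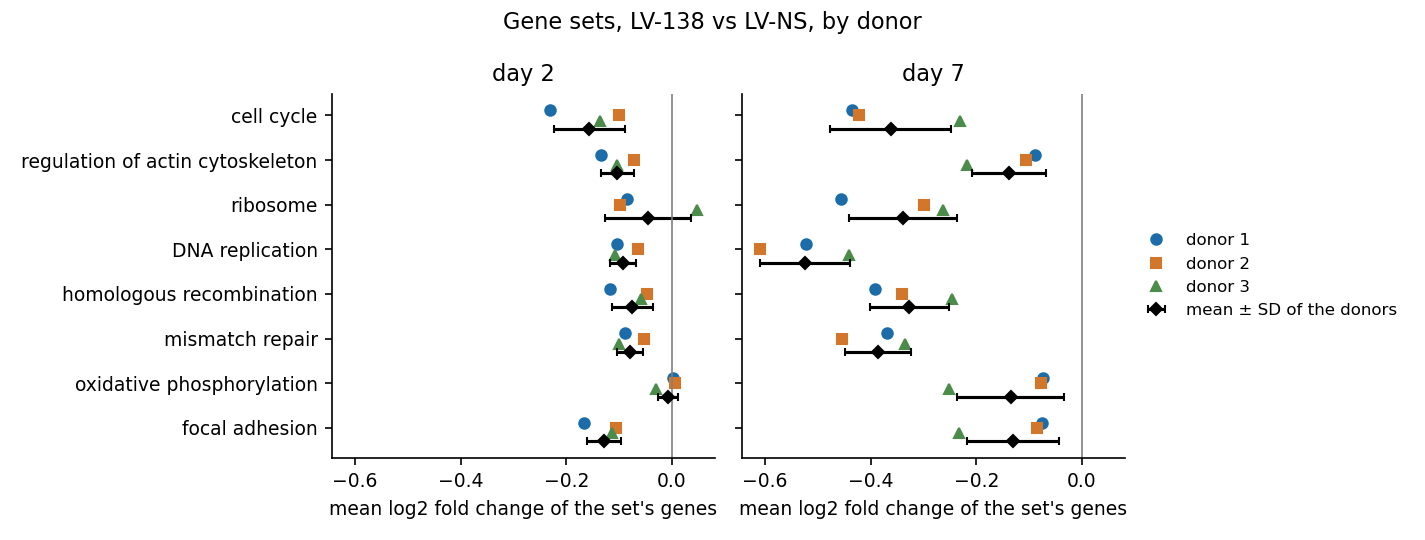
Mean log2 fold change between LV-138 and LV-NS of the genes in each of 8 sets, at day 2 on the left and day 7 on the right, with 1 colored point per donor and the mean with its SD over the 3 donors in black. At day 7 every point lies below 0, from -0.6105 for DNA replication in donor 2 to -0.07422 for oxidative phosphorylation in donor 1.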

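At day 7, the 118 tested genes of the cell cycle set had a mean log2 fold change of -0.3539 between LV-138 and LV-NS (adjusted p = 9.727e-17, camera test). Of these genes, 93 were lower and 25 higher in LV-138, and 15 were among those with an adjusted p-value of at most 0.05 in the edgeR fit, all of them lower. By donor, the mean was -0.4352, -0.4218 and -0.2306, or -0.3625 ± 0.1144 (SD, n = 3). Regulation of the actin cytoskeleton changed less, by a mean of -0.1192 (adjusted p = 1.093e-05, camera test). In this set 116 genes were lower and 47 higher, 3 genes passed the threshold in the edgeR fit, and the donor means were -0.08871, -0.1066 and -0.2183, or -0.1379 ± 0.07021 (SD, n = 3). Both sets were already lower at day 2, by -0.1424 for the cell cycle (adjusted p = 4.208e-05) and -0.0959 for the actin cytoskeleton (adjusted p = 1.712e-06). Estimating the inter-gene correlation from the data raised the adjusted p-value at day 7 to 0.01161 for the cell cycle and 0.02509 for the actin cytoskeleton. Leaving out one replicate gave means from -0.4176 to -0.2962 and from -0.1556 to -0.08105. With a block for the replicate, which is known from the labels and had a mean same-replicate r of 0.45, the means were -0.3613 and -0.1292, against -0.3539 and -0.1192 without it. In the blocked fit, 42 cell cycle genes passed the threshold as lower and 3 as higher, and 20 actin cytoskeleton genes as lower and 1 as higher. The paper takes the lower expression in these pathways as support for its findings on proliferation and F-actin in DDCs that overexpress miR-138.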

Of note are the significant downregulation of pathways related to cell cycle (Supplemental Fig. 4*A*) and regulation of the actin cytoskeleton (Supplemental Fig. 4*B*), which support our findings showing that miR‐138 inhibits cell proliferation and F‐actin polymerization in DDCs.

**Figure 6:**
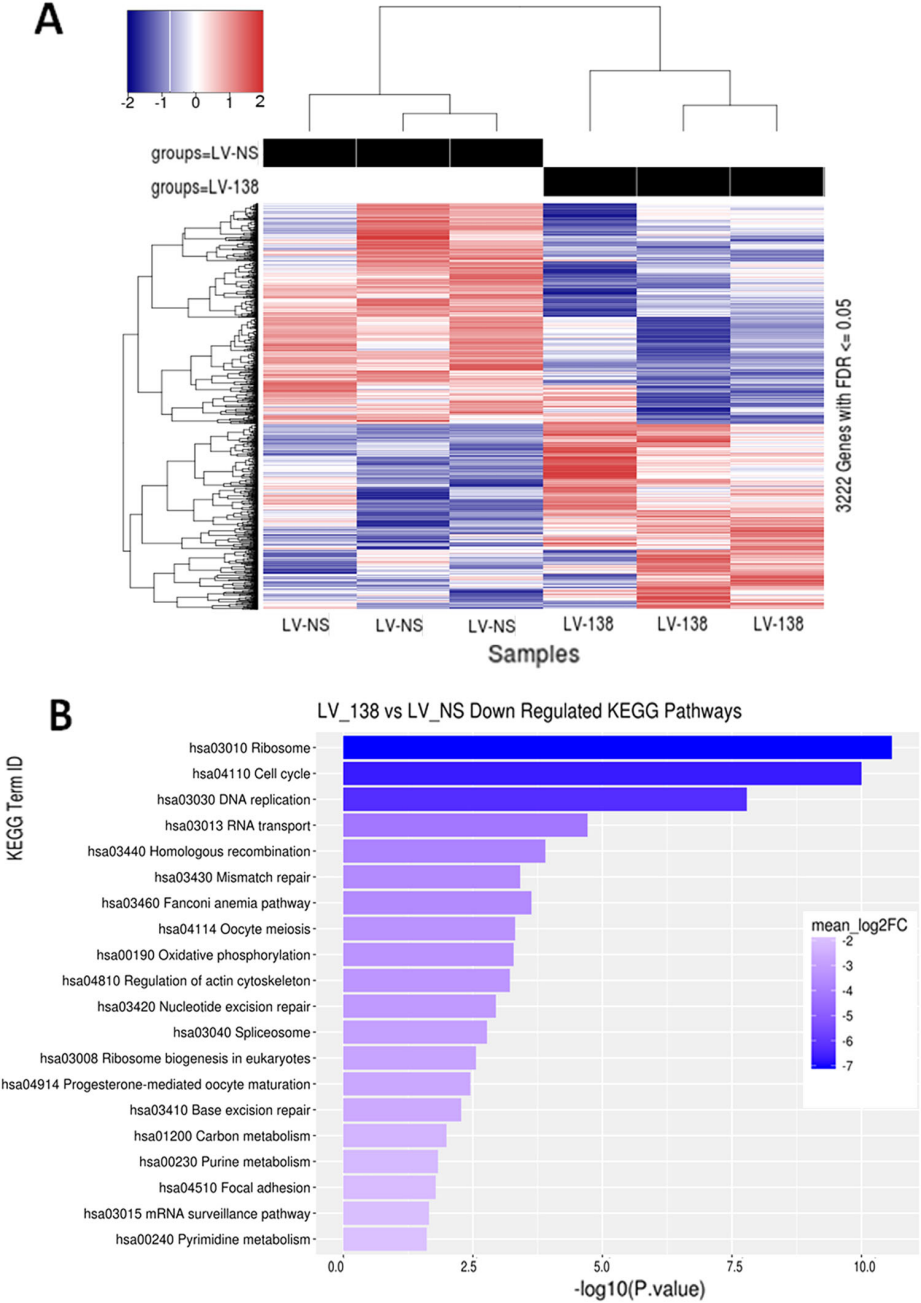
Statistically significant gene‐ and system‐level effects of miR‐138 overexpression. Heat map of 3222 genes, organized by hierarchical clustering, with Benjamini‐Hochberg FDR adjusted *p*‐values <0.05 (*A*). Bar plot of the top 20 significantly downregulated KEGG signaling and metabolism pathways affected by miR‐138 overexpression. Significance has been −log10 scaled for readability and each term has been color‐coded to show the extent of mean log 2 fold‐change downregulation (*B*).

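Clustering the 6 day 7 samples on all 16256 tested genes (log2 CPM after TMM normalization, Euclidean distance, complete linkage) gave a pair of clusters that followed the donor, with the LV-138 and LV-NS samples of donor 3 in one and the 4 samples of donors 1 and 2 in the other. The first principal component held 45.01% of the variance and separated donor 3 from the other donors, and the second held 22.64% and separated LV-138 from LV-NS. Pearson's r across these genes was between 0.978 and 0.9847 for the LV-138 and LV-NS samples of the same donor (3 pairs). It was between 0.9609 and 0.9834 among LV-138 samples and between 0.9676 and 0.9824 among LV-NS samples (3 pairs each). The mean r was 0.981 for the same donor across vectors, against 0.969 among LV-138 samples and 0.9751 among LV-NS samples, and donor 3 stood apart most. The nearest sample, by Euclidean distance, was of the same donor for donors 2 and 3 and of the same vector for both samples of donor 1. When the same clustering used only the 186 genes with an adjusted p-value of at most 0.05, the samples divided by vector, which the choice of these genes makes likely in advance. The number of genes behind such a grouping depended on the model. It was 186 without a block and 1024 with the replicate as a block, where the pairing was taken from the sample labels and same-replicate samples had a mean r of 0.45. Across the alternatives set in advance it ran from 0 to 1563.

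**Figure D6:**
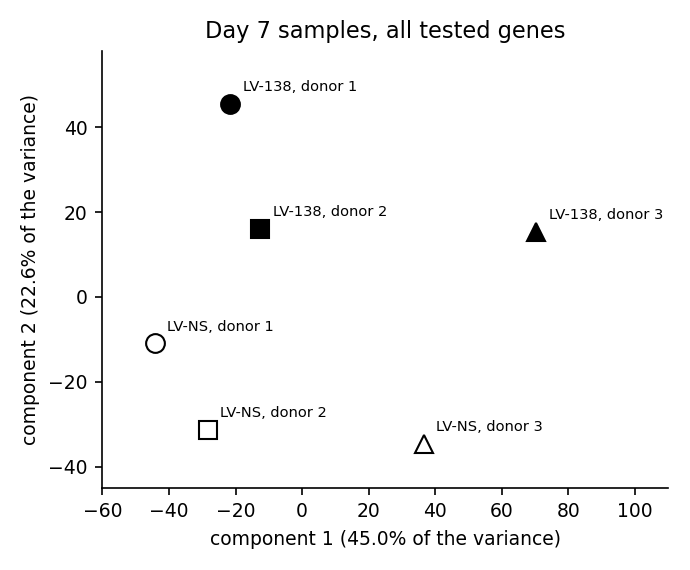
Positions of the 6 day 7 samples on the first and second principal components of log2 CPM over 16256 genes, with filled symbols for LV-138, open symbols for LV-NS and the shape marking the donor. Both samples of donor 3 lie at the right, at 70.39 and 36.54 on the first component, and each LV-138 sample lies above its donor's LV-NS sample on the second.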

### Effects of RhoC overexpression in miR‐138 transduced DDCs

To attempt to link the cellular effects of miR‐138 to RhoC inhibition, a series of rescue experiments were designed to overexpress RhoC in LV‐138‐transduced cells. Specifically, the effects of RhoC overexpression on potentially attenuating the inhibitory actions of miR‐138 on cell proliferation, F‐actin polymerization, cell migration, and osteogenesis were investigated. We first confirmed that the overexpression of RhoC protein could be induced in DDCs following transduction with LV‐RhoC (Fig. 7 *A*). Figure 7 *C* shows a modest yet significant increase in DDC proliferation in miR‐138‐transduced cultures overexpressing RhoC. As an additional control, we also knocked down RhoC alone (Fig. 7 *B*), and found substantial inhibition of DDC proliferation when compared with control cultures (Fig. 7 *D*). No differences in cell proliferation were found when RhoC alone was overexpressed (Fig. 7 *D*). RhoC overexpression in LV‐138 transduced cells was found to increase the number of cells within the scratch wound area (Fig. 7 *E*,*F*).

**Figure 7:**
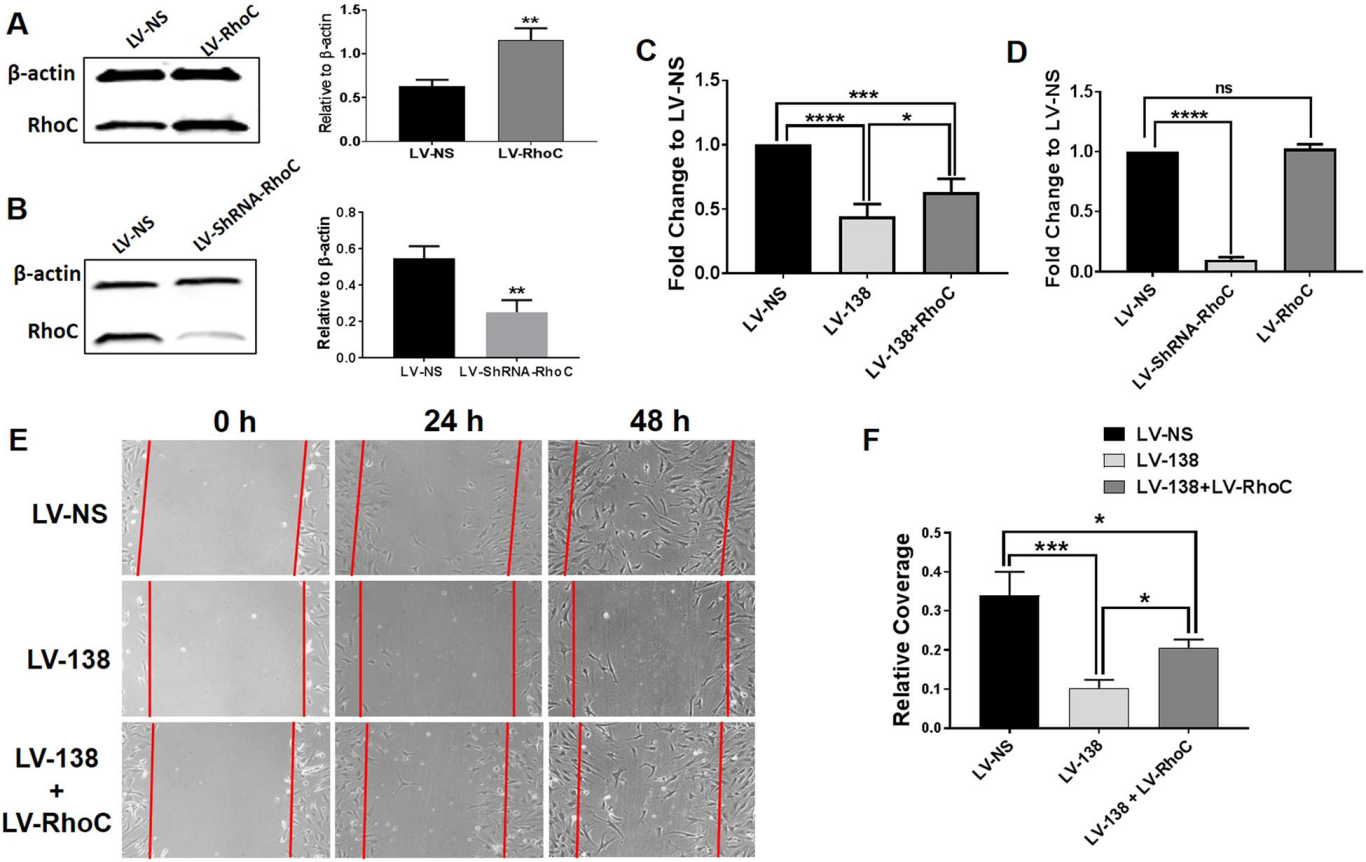
Modulation of dedifferentiated chondrocyte (DDC) proliferation and migration by altering RhoC expression. Western blots and corresponding graphs quantifying band intensities shows overexpression of RhoC (*A*) or knockdown of RhoC (*B*) in DDCs following 4 days of transduction with RhoC mRNA or shRNA RhoC‐expressing lentivirus. DDC proliferation was induced by RhoC overexpression in LV‐138 transduced cells at 24 hours compared with LV‐138 transduced DDCs (*C*). Knockdown of RhoC alone showed a significant decrease in proliferation compared with control cells, but no differences were found when RhoC alone was overexpressed (*D*). Enhanced DDC migration into scratch wound area after 48 hours of transduction with LV‐138 + LV‐RhoC when compared with LV‐138 transduced DDCs (*E*). Quantification of cells covering the scratch wound area at 48 hours (*F*). Scale bars in (*D*) = 10 μm. Data are expressed ± SD; *n* = 3. *p < 0.05; ***p < 0.001; ****p < 0.0001.

With respect to F‐actin formation, a partial rescue in cell shape and actin formation was observed in DDCs cotransduced with LV‐138 and LV‐RhoC (Fig. 8 *E*,*F*) when compared with DDCs transduced with LV‐138 alone (Fig. 8 *C*,*D*). Specifically, the overall cell shape based on RhoC overexpression (Fig. 8 *E*) resembled that of the LV‐NS control cells (Fig. 8 *A*), whereby cells were more spread‐out when compared with LV‐138‐transduced cells (Fig. 8 *C*). Importantly, higher magnification images showed the formation of some F‐actin polymers based on RhoC overexpression (Fig. 8 *F*) when compared with LV‐138 transduced cells, where none was found (Fig. 8 *D*). Interestingly, when RhoC expression alone was knocked down, clear differences were noted in cell shape (Fig. 8 *G*) when compared with LV‐NS cells (Fig. 8 *A*), whereby cells were smaller and less spread‐out. Alterations in formation of the actin cytoskeleton were also noted, whereby less‐pronounced F‐actin filaments were found, with what appears to be some fragmented F‐actin present around the periphery of the cells (compare Fig. 8 *B* and 8 *F*). No obvious differences in cell shape or F‐actin formation were noted when RhoC alone was overexpressed in DDCs (compare Fig. 8 *A*,*I*, and Fig. 8 *B*,*J*).

**Figure 8:**
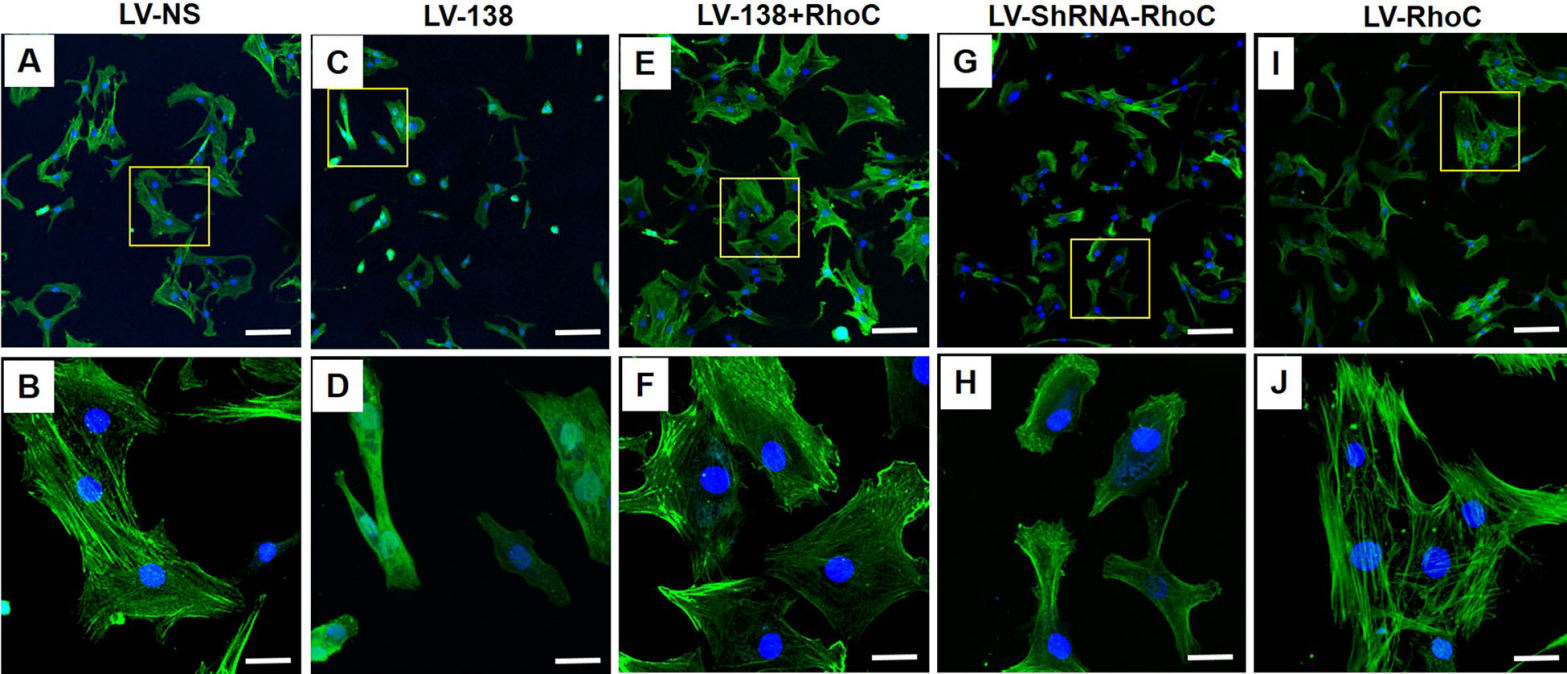
Effects of modulating RhoC expression on the formation of F‐actin in DDCs. Representative confocal microscopy images shows localization of F‐actin in DDCs transduced with LV‐NS (*A,B*), LV‐138 (*C,D*), LV‐138 + RhoC (*E,F*), LV‐ShRNA‐RhoC (*G,H*), or LV‐RhoC (*I,J*) after 48 hours in osteogenic medium. Yellow‐boxed areas in (A), (C), (E), (G), and (I) are shown at higher magnification in (B), (D), (F), (H), and (J), respectively. Scale bars in (*A*), (*C*), (*E*), (*G*), and (*I*) = 200 μm; scale bars in (*B*), (*D*), (*F*), (*H*), and (*J*) = 50 μm.

Importantly, the suppressive effects of miR‐138 on osteogenic differentiation of DDCs were also rescued by RhoC as shown by increased Alizarin Red staining at day 14 (Fig. 9 *A*). In addition, knockdown of RhoC alone also caused substantial inhibition of osteogenic differentiation, further confirming the importance of this small GTPase in regulating osteogenesis in vitro (Fig. 8 *A*). No apparent changes in differentiation were noted when RhoC alone was overexpressed (Fig. 8 *A*). We also established a more physiologically relevant 3D system to study bone formation by utilizing human decalcified, decellularized human bone scaffolds seeded with DDCs. Representative micro‐CT images in Fig. 9 *B* show an expected decrease in mineralized bone formation by LV‐138‐transduced DDCs compared with LV‐NS‐transduced DDCs at day 28 of osteogenic induction. Importantly, overexpression of RhoC significantly rescued the inhibitory action of miR‐138 on bone formation (Fig. 9 *B* and corresponding video files). These data correlate with the differences observed in levels of calcification within the scaffolds as shown by Alizarin Red staining of scaffold tissue sections (Supplemental Fig. 5). Quantification of the scanned micro‐CT images showed an expected decrease in bone BV/TV, as well as total BMD in scaffolds seeded with LV‐138‐transduced DDCs (Fig. 9 *C*,*D*). RhoC overexpression resulted in a significant increase in BV/TV and BMD (Fig. 9 *C*,*D*). Altogether, these data strongly suggest that suppression of RhoC is a major mechanism by which miR‐138 inhibits bone formation in DDCs.

**Figure 9:**
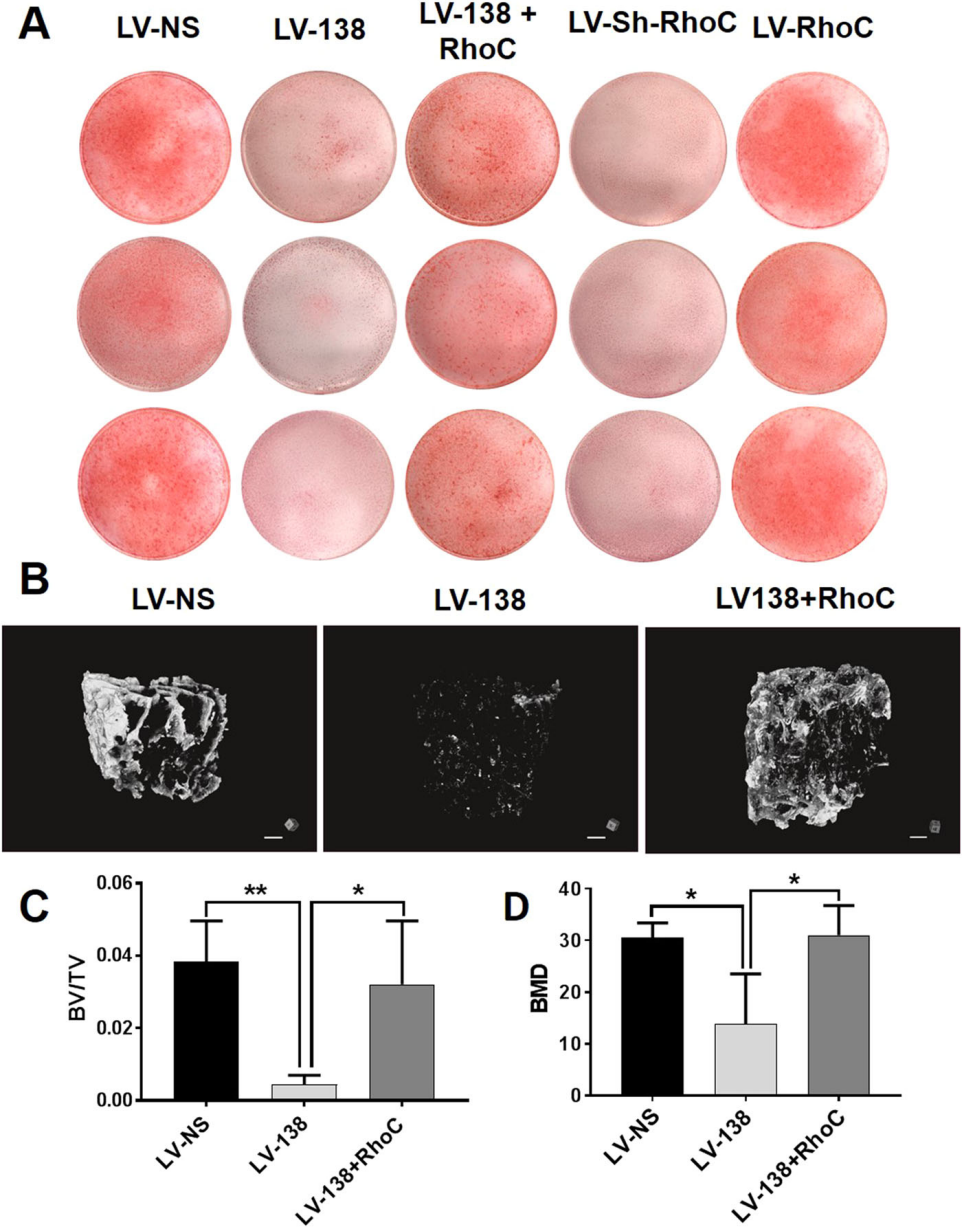
RhoC overexpression rescues miR‐138‐induced inhibition of osteogenesis. Alizarin Red stained cultures at day 14 of dedifferentiated chondrocyte (DDC) osteogenic induction shows enhanced mineralization induced by cotransduction of cells with LV‐138 and LV‐RhoC (*A*). Additional controls (RhoC knockdown alone; LV‐Sh‐RhoC and RhoC overexpression alone; LV‐RhoC) were also included (*A*). Representative micro‐CT images of human decalcified, decellularized bone scaffolds seeded with DDCs transduced with either LV‐NS, LV‐138 + LV‐CTL (empty virus to control for LV‐RhoC overexpression) or LV‐138 + LV‐RhoC (*B*). Quantification of bone volume relative to total volume and BMD is shown in panels (*C*) and (*D*), respectively. BV/TV and BMD data are expressed ± SD; *n* = 4. *p < 0.05; **p < 0.01. Scale bars in (*B*) = 1 mm.

## Discussion

Studies have shown how dedifferentiated human chondrocytes (DDCs) can be redifferentiated back toward the chondrocyte lineage,^22^, ^23^, ^24^, ^25^, ^28^ as well as the osteogenic and adipogenic lineages.^29^ To our knowledge, this study is the first to report that DDCs from human osteoarthritic cartilage can be induced toward osteoblast‐like cells that generate a mineralized extracellular matrix. This finding has interesting implications for the use of these cells for the treatment of bone‐related conditions such as fractures. Studies by Barbero and colleagues^29^ also generated clonal DDC cell lines and found that they had chondrogenic potential, but very limited osteogenic potential. This has also been demonstrated in clonally derived cartilage progenitor cells generated by fibronectin selection.^50^ Given these findings, we utilized DDCs without clonal selection to study osteogenesis in vitro, but do acknowledge that we are dealing with a heterogeneous population of cells. For the purpose of these studies, DDCs are being used as an alternative cell source to MSCs to study osteogenic differentiation and determine new miRNA‐mediated mechanisms regulating this process.

We previously reported on differential expression patterns of miRNAs during human embryonic growth‐plate development.^20^ Among those miRNAs that were found to be significantly differentially expressed was miR‐138, which was more highly expressed in differentiated or hypertrophic chondrocytes when compared with progenitor chondrocytes. These expression data do not correlate with that shown by Seidl and colleagues, where expression levels of miR‐138 in differentiated articular chondrocytes were found to be lower than in DDCs.^51^ However, it may be that expression patterns and function of miR‐138 are different in articular versus growth‐plate chondrocytes. Given the fact that growth‐plate development is required for endochondral bone formation, we explored the potential function of miR‐138 in regulating osteogenesis and the mechanisms involved. We found that endogenous expression of miR‐138 during osteogenesis of DDCs decreased over time in culture, and that miR‐138 overexpression caused substantial inhibition of DDC osteogenic differentiation and matrix mineralization, both in monolayer in vitro cultures as well as within human trabecular bone scaffolds ex vivo. We did not attempt to enhance bone formation by transducing DDCs with anti‐miR‐138 because of low endogenous levels of miR‐138 in these cells. However, anti‐miR‐138 has been shown to enhance bone formation in vitro or ex vivo in other studies.^16^, ^17^ Of the osteogenic genes analyzed in our study, a significant decrease in *RUNX2* and *OCN* was observed in response to miR‐138 overexpression, which was confirmed at the protein level. The reason why other osteogenic genes were not found to be significantly suppressed may be because of the heterogeneity in endogenous gene and protein expression that exists in cells extracted from different human osteoarthritic cartilage specimens. Similar to our findings, Eskildsen and colleagues^16^ reported inhibitory effects of miR‐138 on the osteogenesis of human MSCs, but as will be discussed, a different miR‐138‐driven mechanism in DDCs has been discovered in the present study.

We first examined the effects of miR‐138 on cell proliferation because we consistently detected decreased levels of RNA extracted from cultures overexpressing this miRNA. We found proliferation was inhibited, which is in agreement with a number of studies in the cancer field, where miR‐138 has been shown to decrease the proliferation of various tumor cells.^18^ In published studies reviewed by Sha and colleagues,^18^ it is apparent that miR‐138 can function to suppress a number of different target genes related to proliferation. This is not surprising given the fact that miRNAs can function to suppress many targets at the posttranscriptional level in any given cell type.^52^ KEGG analysis of our RNA‐Seq data (Supplemental Fig. 4*A*) points to the downregulation of a number of genes and pathways associated with cell‐cycle regulation, thereby suggesting that miR‐138 is likely targeting proliferation‐related genes either directly or indirectly in DDCs.

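The 5 genes of the cell cycle set with the smallest p-values at day 7 were all lower in LV-138. MAD2L1 (ENSG00000164109, chromosome 4, 120055608 to 120067074) had 4.082 ± 0.4103 CPM in LV-138 and 9.204 ± 0.8632 CPM in LV-NS (TMM-normalized, SD, n = 3 each). Its log2 fold change was -1.173 (standard error 0.1482, adjusted p = 0.01408 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PCNA (ENSG00000132646, chromosome 20, 5114953 to 5126626) fell from 74.67 ± 8.512 CPM to 46.57 ± 3.473 CPM, a log2 fold change of -0.681 (standard error 0.1019). MCM6, MCM2 and CDK2 had log2 fold changes of -0.7536, -1.156 and -0.8247 (standard errors 0.1128, 0.1739 and 0.1242), and these 3 genes and PCNA shared an adjusted p-value of 0.01884. Of the genes drawn in blue in Supplemental Fig. 4A, 30 could be matched to single genes, and all 30 were lower in LV-138 at day 7, with log2 fold changes from -1.393 for ORC1 to -0.3986 for WEE1. The paper drew that figure from the same RNA-Seq data, which makes agreement in direction likely in advance. Among these 30, 11 had an adjusted p-value of at most 0.05, and 26 did with the replicate as a block. Both genes drawn in gold there were higher, CDKN1A by a log2 fold change of 0.7076 (standard error 0.1673, adjusted p = 0.07032) and MDM2 by one of 0.798 (standard error 0.202, adjusted p = 0.08889), with adjusted p-values of 0.02212 and 0.003579 with the block. For MAD2L1, leaving out one replicate moved the log2 fold change to between -1.246 and -1.091, and 2 of the 6 such fits kept its adjusted p-value at or under 0.05. With the replicate block (pairing from the labels, mean same-replicate r of 0.45) the change of MAD2L1 was -1.174 (adjusted p = 0.002065) against -1.173 (adjusted p = 0.01408) without it. On this pattern the paper rests its proposal that miR-138 targets genes of proliferation, directly or indirectly.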

In addition to inhibiting proliferation, an apparent reduction in F‐actin polymerization was found in miR‐138‐transduced DDCs when compared with control cells. In agreement with this finding, KEGG analysis of our RNA‐Seq data showed downregulation of a number of genes and pathways associated with the regulation of the actin cytoskeleton (Supplemental Fig. 4*B*). 

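In the actin cytoskeleton set, 3 genes had an adjusted p-value of at most 0.05 at day 7, each lower in LV-138 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 3 per group). IQGAP3 (ENSG00000183856, chromosome 1, 156525405 to 156572604) had 13.27 ± 4.86 CPM in LV-138 and 33.4 ± 1.584 CPM in LV-NS (TMM-normalized, SD, n = 3 each), a log2 fold change of -1.332 (standard error 0.2676, adjusted p = 0.04622). ARPC1A (ENSG00000241685, chromosome 7, 99325898 to 99388164) had 72.2 ± 5.721 CPM against 94.15 ± 1.903 CPM, a log2 fold change of -0.3826 (standard error 0.07839, adjusted p = 0.04622). VAV2 (ENSG00000160293, chromosome 9, 133761894 to 133992604) had 31.52 ± 0.8028 CPM against 40.71 ± 3.095 CPM, with a log2 fold change of -0.3687 (standard error 0.07653, adjusted p = 0.04672). ITGA7 and CFL2 came next, with log2 fold changes of -1.16 and -0.3892 and adjusted p-values of 0.06427 and 0.06454. The 4 genes drawn in blue in Supplemental Fig. 4B that could be matched to single genes were DIAPH1, DIAPH3, PXN and TMSB4X. That figure was drawn from the same RNA-Seq data, which makes lower values of these genes likely in advance. All 4 were lower in LV-138, with log2 fold changes of -0.314, -0.8961, -0.4989 and -0.7398, and 0 of the 4 had an adjusted p-value of at most 0.05 without a block. With the replicate as a block, 3 of the 4 did, DIAPH3 (adjusted p = 0.03149), PXN (adjusted p = 0.04731) and TMSB4X (adjusted p = 0.003082). Of the genes drawn in gold, ARHGEF4 had a log2 fold change of 0.1028 (standard error 0.2163) and GSN one of -0.05228 (standard error 0.391), both smaller than their standard errors. The fits with one replicate left out moved these genes most, with VAV2 between -0.4048 and -0.3005 and ARPC1A between -0.4485 and -0.3335, and 0 of the 6 fits kept either gene at or under an adjusted p-value of 0.05. With the replicate block, whose pairing comes from the labels and had a mean same-replicate r of 0.45, IQGAP3 changed by -1.389 (adjusted p = 0.004885) against -1.332 without the block, and 20 genes of the set passed the threshold as lower and 1 as higher. The paper takes the lower expression in this pathway together with the reduced F-actin polymerization in DDCs that overexpress miR-138.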

We then predicted, given alterations in the cellular cytoskeleton, that the ability of the cells to migrate may be inhibited. Indeed, a lower number of LV‐138 transduced cells were found within the scratched area after 48 hours, suggesting defects in cell movement/migration. However, in these in vitro scratch assays, we acknowledge that part of the reason we observed lower cell numbers in the scratched area may also be based on the inhibitory effects on cell proliferation. However, there are a number of studies reporting inhibitory effects of miR‐138 on cell migration and invasion in the cancer field, some of which are referenced here.^18^, ^53^, ^54^, ^55^, ^56^, ^57^ Of these studies, Yu and colleagues recently reported that miR‐138 modulates prostate cancer cell migration and invasion by negatively regulating the Wnt/β‐catenin pathway,^56^ a pathway that is also well‐known to be important for osteoblast differentiation.^58^ Furthermore, cell invasion was found to be inhibited by the ability of miR‐138 to target FAK.^57^ Interestingly, FAK, which is important in regulating cell movement, was also identified to be a miR‐138 target gene by Eskildsen and colleagues, who reported inhibition of MSC osteogenesis by miR‐138.^16^ Taken together, it is likely that in DDCs overexpressing miR‐138, a number of different target genes and pathways known to regulate cell proliferation, migration, and the cytoskeleton are simultaneously being suppressed to some degree, thereby rendering the cells unable to properly differentiate.

To begin to decipher mechanism, computational approaches were taken to identify miRNA target genes that could explain the phenotypic effects induced by miR‐138 overexpression in DDCs. One target gene of interest was the small molecular weight GTPase, RhoC (Ras homolog gene family, member C). The Rho GTPase family comprises 20 members in humans^59^ with reported functions in regulating cell proliferation, movement, differentiation, polarity, and cytoskeletal rearrangement.^60^, ^61^ Most of the functional data has been reported for the family members Rho, Rac, and Cdc42. The Rho subfamily includes the isoforms RhoA, RhoB, and RhoC, which are 84% identical in sequence.^62^ Specifically, there are a number of published reports in the cancer field on the role of RhoC in regulating cell migration, invasion, proliferation, morphology, polarity, or the actin cytoskeleton.^31^, ^32^, ^33^, ^34^, ^48^, ^63^ Therefore, we predicted that the inhibition of DDC proliferation, migration, as well as the altered cell morphology and actin cytoskeleton following miR‐138 overexpression could be based, in part, on decreased expression of RhoC. In cancer cells, RhoC has been identified as a miR‐138 target gene via luciferase reporter assays,^48^, ^49^ and our studies showed that RhoC protein levels were indeed lower in DDCs following miR‐138 overexpression. Specific knockdown of RhoC in cancer cell lines was shown to inhibit cell migration and stress fiber formation.^32^, ^33^, ^34^, ^48^ These findings agree with our data where production of F‐actin was inhibited based on overexpression of miR‐138. We believe that the inability to form F‐actin partly explains the overall difference in morphology in DDCs transduced with LV‐138, where the cells appeared smaller and less able to spread out in culture (Fig. 4 *F* and Fig. 8 *C*) when compared with control DDCs. Also, it has been reported that cell spreading favors osteogenesis.^64^ Therefore, the lack of cell spreading in cells transduced with either LV‐138 or shRNA to knockdown RhoC expression alone can certainly explain why osteogenesis is inhibited in these cultures. Note that the cell morphology changes appear different between LV‐NS and LV‐138 transduced cells following 7 days of osteogenic differentiation (Fig. 4 *B* and *C*) when compared with cells cultured in chamber slides (Fig. 4 *D* and 4*F*). This is because cells are plated at a much higher density for osteogenic differentiation assays in addition to having longer times in culture. The experiments to specifically monitor changes in F‐actin formation were carried out in lower cell densities in chamber slides for shorter periods (24 to 48 hours) to better monitor changes in actin cytoskeleton.

Importantly, we have convincingly shown that overexpression of RhoC in DDCs was able to partially rescue the inhibitory action of miR‐138 on cell proliferation, F‐actin polymerization, and osteogenic differentiation. Although miR‐138 undoubtedly suppresses a number of other target genes at the level of translational inhibition or RNA degradation in DDCs, it is clear that suppression of RhoC is a major mechanism by which miR‐138 can modulate a number of cellular processes leading to inhibition of osteogenic differentiation. It may be that the action of RhoC in regulating cell proliferation and F‐actin polymerization is particularly important in restoring osteogenesis in miR‐138 transduced DDCs. Indeed, our data show that RhoC knockdown alone can significantly inhibit DDC proliferation and alter F‐actin formation (Fig. 7 *D* and Fig. 8 *B*,*H*). Importantly, we also showed that RhoC knockdown alone can significantly inhibit osteogenic differentiation of DDCs (Fig. 9 *A*). A number of studies have reported the importance of inducing actin polymerization to promote progenitor cell differentiation toward the osteoblast lineage, and that RhoA is an important regulator in this process.^64^, ^65^, ^66^, ^67^ Evidence from other reports show that suppression of RhoC in cancer cells either via siRNA or via miR‐138 mimics does not affect expression levels of RhoA.^32^, ^48^ Therefore, it is likely that inhibition of actin polymer formation observed in DDCs in our study is not based on any indirect suppressive effects on RhoA, but rather a direct action of miR‐138 in downregulating RhoC expression.

One bone‐related study reported RhoC as an NFATc1‐responsive gene, yet follow‐up studies showed that *RhoC* null mice did not display a bone phenotype nor did RhoC appear to play a role in osteoclast biology.^68^ The fact that *RhoC* null mice do not display a developmental phenotype suggests some functional redundancy with other Rho family members in vivo.^30^ However, our RhoC knockdown experiments clearly suggest an important role for RhoC in regulating osteoblast differentiation, at least in vitro. Also, when *RhoC* ^‐/‐^ embryonic fibroblasts were cultured in vitro under serum starvation stress, pronounced abnormalities in cytoskeletal structures were found.^30^ Therefore, it is possible that *RhoC* null mice may display a phenotype following an injurious/stress challenge, such as a bone fracture, which requires formation of new tissue via stem/progenitor cell proliferation, migration, and differentiation. Similarly, miR‐138‐1 or miR‐138‐2 null mice do not display a phenotype, which may not be surprising given that in each mouse model, expression of miR‐138 from the other chromosomal location will occur. Whether a miR‐138‐1/2 double knockout model displays a phenotype remains to be examined. However, in many cases, miRNA KO mice do not display any phenotype because of redundancy with other miRNA family members.

Currently, there are no published reports on the role of RhoC in regulating osteoblast differentiation. A study by Montero and colleagues showed that in chick limb development, RhoC had an antichondrogenic effect, whereas impairment of RhoC function resulted in exacerbated ectopic chondrogenesis.^69^ In this study, RhoC was shown to promote the formation of stress fibers and focal adhesion complexes. These findings can explain the chondrogenic inhibitory action of RhoC because it is well‐known that suppression of actin polymerization promotes chondrocyte differentiation by inducing a more‐rounded cell phenotype.^70^, ^71^, ^72^ As already discussed, the opposite is true for osteoblast differentiation, thereby further supporting our proposal that a major effect of RhoC in enhancing osteogenesis, within the context of miR‐138 overexpression, is via induction of F‐actin polymerization, thereby allowing cell spreading. Our data and that of others^16^ show antiosteogenic effects of miR‐138 when overexpressed early in inducible progenitor cells. It will be interesting to determine if miR‐138, when overexpressed at later time points after progenitor cell commitment, can also function to inhibit the osteogenic process. We predict that there may be little to no effect of miR‐138 on bone matrix formation. We are currently designing experimental approaches to address this question that will involve a doxycycline‐inducible system to overexpress miRNAs in vitro at a desired time point of differentiation.^73^

It is becoming apparent in the cancer field that there is a regulatory link between miR‐138 and RhoC. Specifically, the action of miR‐138 in suppressing RhoC has been shown to result in inhibition of cancer cell proliferation, migration, and invasion.^48^, ^49^, ^74^ This makes sense in the context of findings from *RhoC* null mice, whereby RhoC was demonstrated to play a critical role in inducing cancer metastasis.^30^ However, the functional interplay between miR‐138 and RhoC in physiological tissue developmental or repair processes is not yet understood. With respect to downstream mechanism, RhoC has been shown to function via interaction with specific formin proteins. The majority of the formin family of proteins are Rho GTPase effectors that function in regulating actin cytoskeleton structures.^75^ Depending on the cell system, RhoC has been shown to functionally interact with the formins, mDia1, FMNL2, or FMNL3.^32^, ^76^, ^77^, ^78^ It will be interesting in future studies to elucidate which formins play an important role in mediating the actions of RhoC during osteoblast differentiation.

In conclusion, our studies have identified a novel mechanism regulating osteogenesis involving miR‐138‐induced suppression of RhoC. Our data, showing inhibition of osteogenic differentiation by RhoC knockdown alone, also demonstrate an unappreciated functional role for RhoC in regulating osteogenesis. Further studies on how miR‐138/RhoC‐regulated pathways affect osteoblast differentiation may prove to be important for the future development of novel strategies to regulate ectopic bone formation or bone repair processes.

## Supporting information

Supporting SuppVideo S1. Click here for additional data file.

Supporting SuppVideo S2. Click here for additional data file.

Supporting SuppVideo S3. Click here for additional data file.

Supporting Figures S1. Click here for additional data file.

# Supplementary material for: MicroRNA‐138 Inhibits Osteogenic Differentiation and Mineralization of Human Dedifferentiated Chondrocytes by Regulating RhoC and the Actin Cytoskeleton
**Source:** JBMR Plus. 2018 Jul 18;3(2):e10071. doi: 10.1002/jbm4.10071

**Supplemental Figure Legends**

**Supplemental Fig. 1: Expression of *COL1A1* and *COL2A1* in human dedifferentiated chondrocytes.** Primary human chondrocytes from OA articular cartilage were passaged 4-5 times and expression of *COL1A1* and *COL2A1* was assessed. The abundance of each gene (± SD; *n* = 3) was expressed relative to the housekeeping gene, *PPIA* (peptidylprolyl isomerase A).

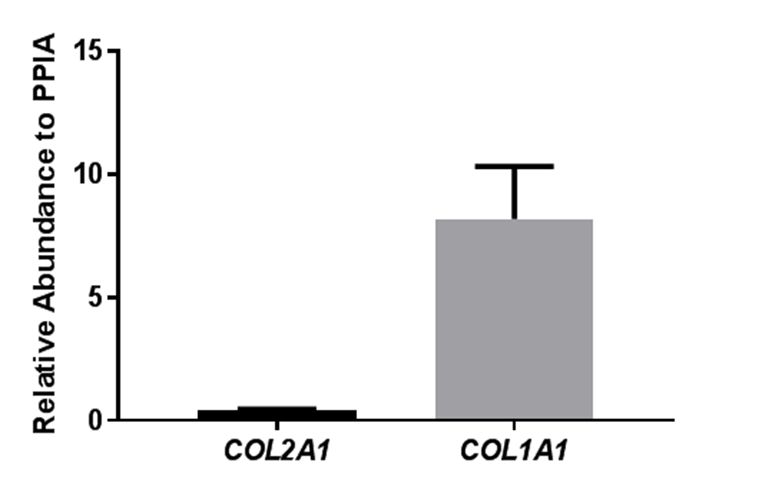

**Supplemental Fig. 2**: **Osteogenic induction of human non-transduced dedifferentiated chondrocytes.** Expression of osteogenic genes (A-C) was assessed at day 2, 7, or 14 after osteogenic induction of DDCs. Each gene was normalized to *PPIA* and then calculated as fold change expression compared to day 0 (± SD; *n* = 3; * *p* < 0.05). Osteogenic induction was also assessed by determining alkaline phosphatase activity (D) and confirming the presence of a mineralized matrix by Alizarin Red staining (E) and hydroxyapatite staining (F). Images in D-F are representative of at least three independent biological repeats. Scale bar in F = 200µm.

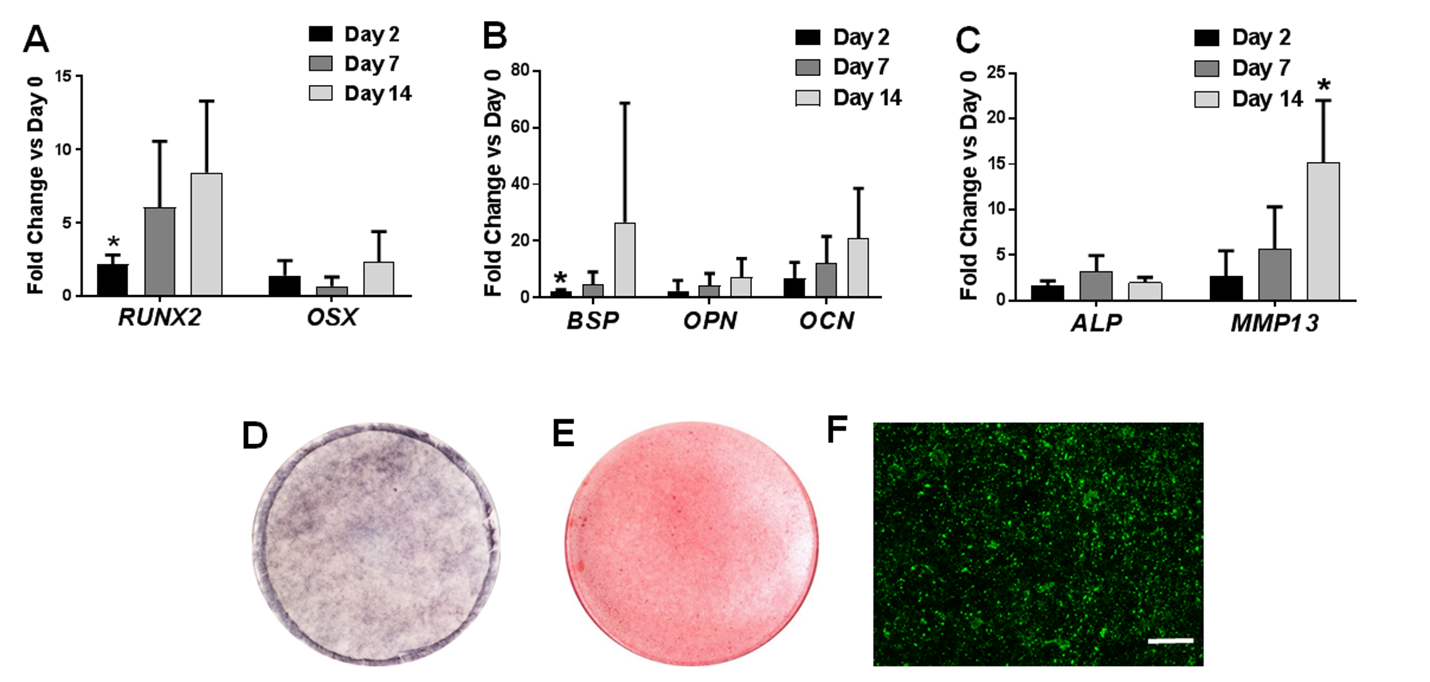

**Supplemental Fig. 3: Osteogenic induction of human dedifferentiated chondrocytes transduced with lentivirus expressing a non-silencing control RNA.** Expression of osteogenic genes (A-C) was assessed at day 2, 7, or 14 after osteogenic induction of DDCs. Each gene was normalized to *PPIA* and then calculated as fold change expression compared to day 0 (± SD; *n* = 3; * *p* < 0.05). Osteogenic induction was also assessed by determining alkaline phosphatase activity (D) and confirming the presence of a mineralized matrix by Alizarin Red staining (E) and hydroxyapatite staining (F). Images in D-F are representative of at least three independent biological repeats. Scale bar in F = 200µm.

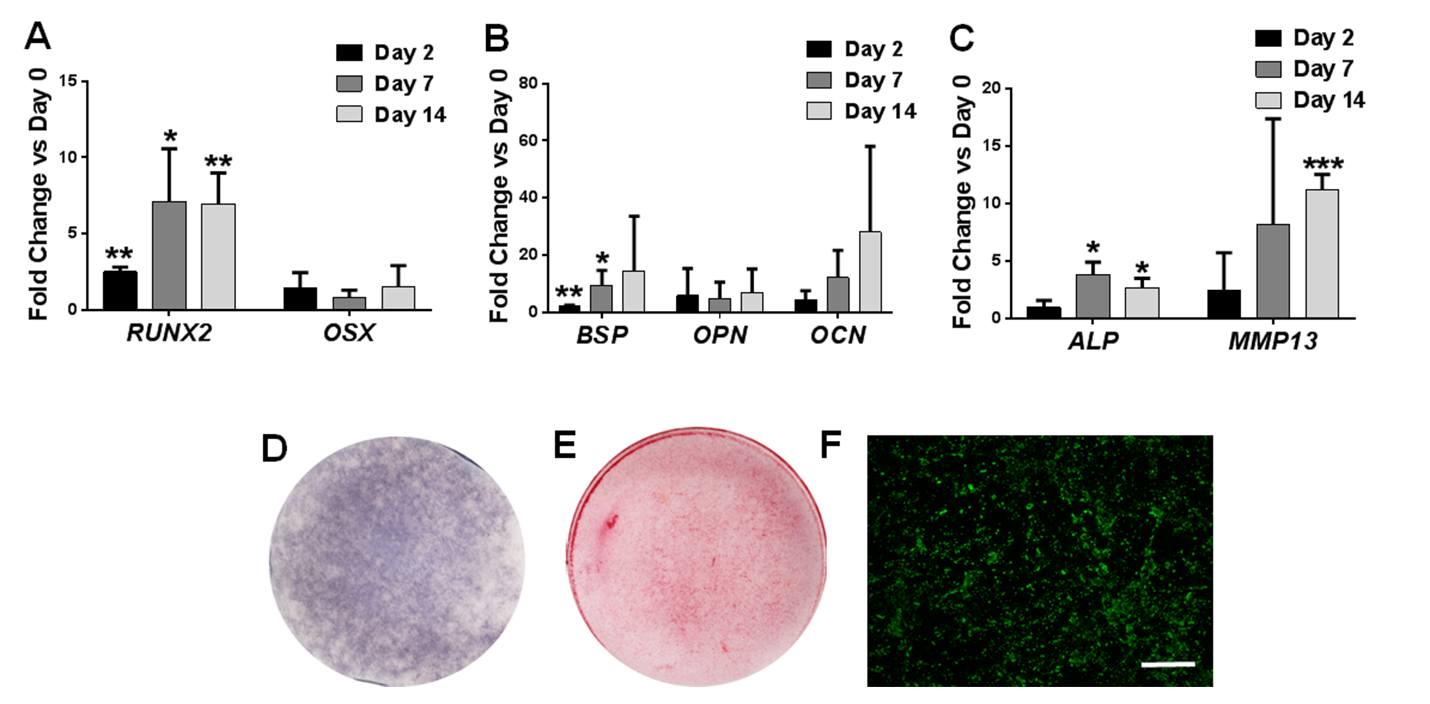

**Supplemental Fig. 4:** **Annotated KEGG graphs of significantly perturbed pathways.** KEGG graphs illustrating marked reductions in cell cycle (A) and regulation of actin cytoskeleton (B) as rendered by the R/Bioconductor package Pathview. Genes or complexes that are down-regulated versus background are rendered as blue and up-regulated genes and complexes are gold. The scale has been compressed to a maximum log 2 fold-change of 2 and minimum of -2 for readability.

**
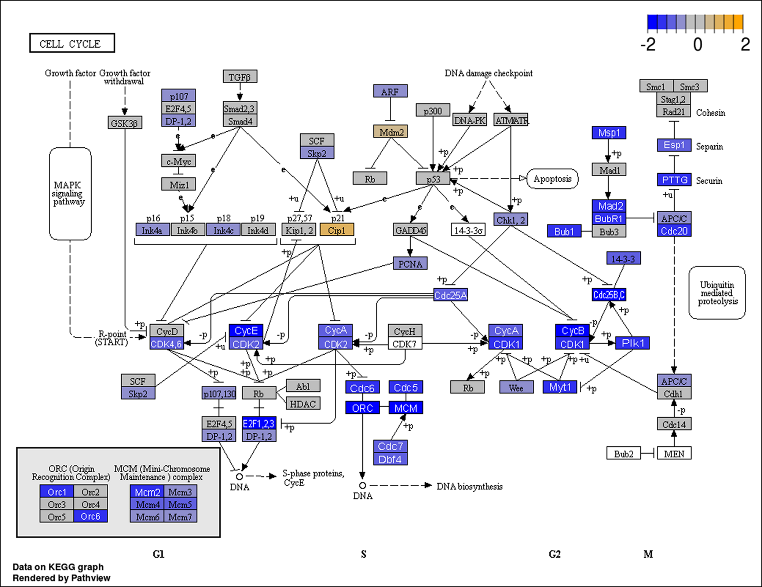
**

**
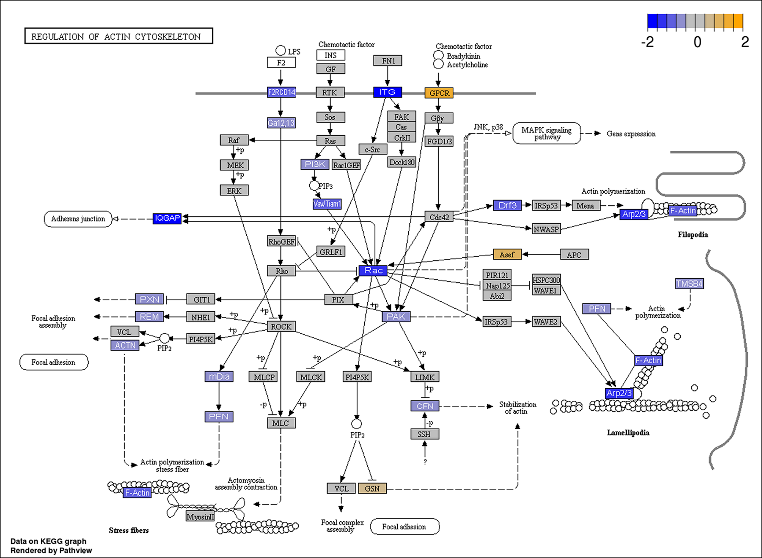
**

**Supplemental Fig. 5: Alizarin Red-stained scaffold tissue sections.** Representative light microscopy images showing differences in levels of calcified bone matrix on scaffolds generated by DDCs transduced with LV-NS, LV-138, or LV-138 + LV-RhoC. Paraffin sections of scaffolds were generated following 28 days in osteogenic induction media. Upper panel: 4x magnification; lower panel 20x magnification of the boxed area shown at 4x magnification.

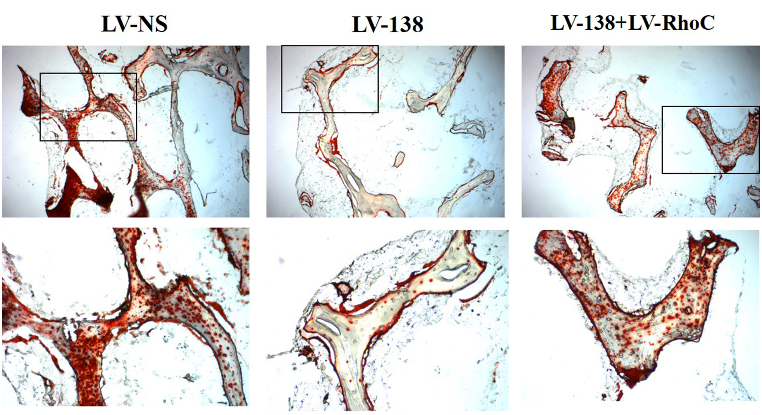

**Supplement:** Supplementary file 4 — Supporting Figures S1.

How the deposited data were processed for this re-analysis (not part of the article)

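RNA-Seq data were analysed for DDCs from 3 donors that were transduced with LV-138, LV-NS or LV-181 and induced in osteogenic medium, with samples at day 2 and day 7 (18 samples, 3 per vector and day). The paper reports on the 12 LV-138 and LV-NS samples. LV-181 is described with the deposited data and not in the paper. Vector, day and replicate were taken from the labels, and donors are called 1, 2 and 3.

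The authors aligned the reads with STAR to an Ensembl top-level assembly of GRCh38. They deposited counts, the reads on each of 62757 Ensembl genes, with no normalization. The authors also deposited CPM, counts scaled by the total counts on genes of the sample, with no TMM factor. The deposited RPKM are these CPM divided by the gene length in kilobases. The paper and its supplement do not state the tool that counted the reads. All 3 units were checked against each other in every sample. Every value reported was computed from the counts. The sequences, positions and 3'UTRs come from GENCODE on GRCh38, in which 55298 of the 62757 genes were found by their identifier.

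Between 21684292 and 34995587 reads per sample were counted on genes, with a median of 28554498 over the 18 samples and 27878292 over the 12 samples of the paper. At these depths, 3 counts corresponded to between 0.0857 and 0.1383 CPM. Shares of counts in single samples are given with Wilson 95% intervals.

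The main model was set before the processed files arrived. In R 4.3.3 with edgeR 4.0.16, counts of the 12 LV-138 and LV-NS samples were filtered with filterByExpr, normalized by TMM and fitted with a quasi-likelihood model of 4 groups and no block. LV-138 was compared with LV-NS at day 7, at day 2 and between the days, over 16256 genes, with Benjamini-Hochberg adjustment and a threshold of 0.05. The same model was fitted to the 12 LV-181 and LV-NS samples (16093 genes). The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Values by donor are differences of log2 CPM with a prior count of 0.5. The test, the filter and a block are not named in the methods of the paper, which name edgeR, TMM normalization and adjusted p-values.

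Gene sets were tested with camera in limma 3.58.1 at an inter-gene correlation of 0.01, adjusted over 8 sets. Their members were listed by hand from Supplemental Fig. 4 and the pathway names of Fig. 6B before the files arrived, and between 87.7% and 100% of each list was found in the files. A list of 97 type I interferon response genes, of which 88 were tested, and a list of 20 leukocyte marker genes were written after the files arrived and before these tests. For miRNA sites, the log2 fold change of each protein-coding gene with a 3'UTR (13288 genes for LV-138) was regressed on the presence of the 8mer match, the log2 length and the GC content of the 3'UTR. The coefficient was ranked among all words of 8 bases present in 0.8 to 1.25 times as many genes. These steps ran in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and the plots were drawn with matplotlib 3.10.9.

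The genes named in the text follow a rule set in advance. They are the genes the paper names as measured or as a candidate mechanism, the loci the vectors carry, the 10 protein-coding genes with the largest absolute change at day 7 among those with an adjusted p-value of at most 0.05 and the same direction in all 3 donors, the 5 genes with the smallest p in each of the cell cycle and actin sets, and genes colored in Supplemental Fig. 4.

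The model was tested on simulated data with 200 changed genes, 196 of which passed the filter. The quasi-likelihood test recovered 76.02% of them, and 3.797% of its calls were unchanged genes. The replicate block recovered 73.47% with 4.575% unchanged genes among its calls, voom 76.53% with 3.165%, DESeq2 80.61% with 16.58% and the likelihood ratio test 84.69% with 16.67%. The simulated samples shared no donor effect, so these values cannot judge the block for samples paired by donor. A gene set shifted by -0.4 on the log2 scale was recovered at -0.3628. For the site regression, a shift of -0.25 was recovered at -0.2893 (standard error 0.01856).

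Alternatives tried were RLE size factors, DESeq2 1.42.0, the likelihood ratio test, limma voom, no filter on low counts, a filter of at least 1 CPM in at least 3 samples, the 6 samples compared only, all 18 samples, a replicate block, the block with the likelihood ratio test, a threshold of 0.01, each replicate left out in turn, an inter-gene correlation estimated from the data, a comparison of each set with all other genes in the manner of GAGE, the 7mer match and the shortest annotated 3'UTR. A replicate left out was dropped from a single vector, so those fits compared unequal sets of donors without a block. Other splits of the samples into groups of 3 were counted, 10 per day and 60 drawn for the difference between the days. With 3 samples against 3, an exact permutation test cannot give a p below 0.1.

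KEGG gene lists and GAGE were not used, so the sets approximate those of the paper. The qPCR, Western blot, staining, migration and scaffold experiments are not in the files analysed here and were left out.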

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

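The comparisons, the main tests, the rule for naming genes and most alternatives were set before the processed files arrived. The tests of the patterns in this part were planned afterwards, and each paragraph says which of their predictions were written only after the result was seen.

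Counts at miRNA loci that the paper does not discuss were far above the level in the samples of the other vectors. MIR30A had at least 253 counts in each of the 6 LV-NS samples and at most 5 in the other 12. In the 6 LV-181 samples, MIR181A1 had at least 268 counts and MIR181B1 at least 312, against at most 9 and 5 elsewhere. Both predictions about the host transcripts were written after the counts were seen. If the genes of the cell were induced, the transcripts that span them would change as well. LINC00472, which spans MIR30A, had log2 fold changes between LV-138 and LV-NS of 0.3121 at day 7 and -0.1928 at day 2, against -9.224 for MIR30A itself at day 7. MIR181A1HG, which spans the other loci, had at most 1 count in an LV-181 sample. A candidate source of the counts is therefore transcript from the vectors, as a hypothesis found and tested on the same data. At MIR138-1, the 12 samples of the other vectors had up to 397 counts, in the range of the lowest values at MIR30A and MIR181A1, against at least 63515 in the LV-138 samples. The source of these lower MIR138-1 counts was not tested. At each of the 4 loci, all 6 samples of its vector had more counts than the other 12.

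A list of 88 tested type I interferon response genes, which the paper does not discuss, was higher in LV-138 than in LV-NS at day 7, by a mean log2 fold change of 1.542 (84 genes higher and 4 lower, camera test p = 1.304e-52, and 0.01066 with the inter-gene correlation estimated from the data). The list was higher in all 3 donors, by 1.867, 1.144 and 1.489. Of the 56 genes higher at day 7, 12 were on the list, and 5 of the 10 largest changes were. All predictions on this pattern were written before the values they test. Only 1 of the 10 splits of the 6 samples, the real one, gave a mean as large, and 10 splits cannot exclude at the level of 0.05 that the division of the samples gave it by chance. Transduction as such was tested with LV-181. The list was higher in LV-138 than in LV-181, by 1.849, and LV-181 differed from LV-NS by -0.3163, so neither the LV-NS samples nor transduction at the level of LV-181 account for it. Whether LV-181 was matched in dose is not known. Its loci had at most 53.61 CPM on average (MIR181B1 at day 7) against 5089 CPM at MIR138-1 in LV-138 at day 7. LV-NS, which the paper used at the same multiplicity of infection as LV-138, had 70.91 CPM at MIR30A at day 7. Counts at different loci therefore need not measure dose. After regression on transcript length, GC content and expression level, 101.5% of the mean remained. The summed CPM of 20 leukocyte markers changed by -0.2326 ± 0.4553 on the log2 scale at day 7 (SD, n = 3 donors), with donor 2 higher by 0.1897. Only 6 of the 20 markers passed the filter, so leukocytes in the LV-138 cultures are neither shown nor excluded. The amount of vector transcript could not be separated from miR-138 itself. The donor with the largest share of counts at MIR138-1, donor 3, had a mean of 1.489 at day 7, between the other donors, but the largest mean at day 2. Across donors the mean was 1.5 ± 0.3618 (SD, n = 3). With the replicate as a block, a pairing from the labels, 59 of the 88 genes passed the threshold as higher and 0 as lower. These paired values argue against chance. The pattern may thus be an effect of miR-138, but it cannot be told apart from the dose of the vector.

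At day 2 the same list was also higher in LV-138, by a mean of 0.835 (72 of 88 genes higher), but unevenly, by 0.2017 and 0.1021 in donors 1 and 2 and by 1.312 in donor 3. As many as 5 of the 10 splits of the day 2 samples gave a mean as large, a prediction written after the mean was seen, so chance may account for the value. The dose of the vector may account for it as well, since donor 3 also had the largest share of counts at MIR138-1 at day 2, 1.14% against 0.26% and 0.3777%. After the regression on length, GC content and expression level, 101.2% of it remained, a prediction written before.

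In 7 gene sets the LV-138 effect differed between the days in camera's test of the difference itself. The mean of day 7 minus day 2 was -0.2115 for the cell cycle, -0.3011 for the ribosome, -0.4296 for DNA replication, -0.2462 for homologous recombination, -0.3038 for mismatch repair, -0.1331 for oxidative phosphorylation and 0.7071 for the interferon response. These predictions were all written after the differences were seen. Of 60 drawn splits of the samples, the number with a difference as large was 16 for the cell cycle, 17 for the ribosome, 7 for DNA replication, 14 for homologous recombination, 9 for mismatch repair, 17 for oxidative phosphorylation and 40 for the interferon response. These draws are a poor measure of chance here, because some of them keep the day 7 effect of LV-138 while they mix the day 2 samples, and because they ignore the donors. In values by donor, computed after the results were seen, the difference had the same sign in 3 of 3 donors for each of the 7 sets, with -0.4189, -0.5463 and -0.332 for DNA replication and 1.665, 1.042 and 0.177 for the interferon response, but 3 donors cannot give an exact sign test p below 0.25. After regression on length, GC content and expression level, 95.11% of the difference remained for the cell cycle, 81.06% for the ribosome, 95.73% for DNA replication, 106% for homologous recombination, 90.95% for mismatch repair and 102% for the interferon response, whereas 47.5% remained for oxidative phosphorylation, where such a bias is a possible explanation. With the replicate as a block, a pairing from the labels, the camera test gave adjusted p-values of 5.123e-22 for DNA replication and 0.0001624 for homologous recombination. Neither the draws nor a sign test over 3 donors could have excluded chance. The differences by donor argue against chance for the sets where they were large beside their spread (mean, SD, n = 3). They were -0.4324 ± 0.1078 for DNA replication, -0.252 ± 0.05594 for homologous recombination, -0.3061 ± 0.08638 for mismatch repair and -0.2942 ± 0.08659 for the ribosome. The spread was closer to the mean for the cell cycle (-0.2062 ± 0.1136), oxidative phosphorylation (-0.1275 ± 0.08217) and the interferon response (0.9614 ± 0.7474). For these, chance is left open.

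The LV-181 samples, on which the paper does not report, had slightly higher expression than LV-NS at day 7 in 4 sets. The mean log2 fold change was 0.1471 for the ribosome (81 of 83 genes higher, adjusted p = 4.995e-11), 0.1165 for oxidative phosphorylation (84 of 99, adjusted p = 2.292e-16), 0.08461 for DNA replication (30 of 35, adjusted p = 0.0002037) and 0.07748 for mismatch repair (18 of 22, adjusted p = 0.004657), all from the camera test. These 4 sets were higher in all 3 donors. Each prediction was written after the values were seen. As many as 5 of the 10 splits gave a mean as large for the ribosome, 4 for DNA replication, 3 for mismatch repair and 1, the real split, for oxidative phosphorylation, and 10 splits, which mix the donors, cannot exclude chance in any case. With the replicate as a block, a pairing from the labels with a mean same-replicate r of 0.4457 in these samples, the adjusted p-values of the camera test were 2.893e-12 for the ribosome, 9.183e-16 for oxidative phosphorylation, 0.0001729 for DNA replication and 0.004772 for mismatch repair. The cell cycle set also passed with the block, at a mean of 0.03519 (camera test, adjusted p = 0.04291, against 0.09823 without it). The share of the mean that remained after the regression on length, GC content and expression level was 55.62% for the ribosome, 33.92% for oxidative phosphorylation, 75.75% for DNA replication and 83.42% for mismatch repair. For oxidative phosphorylation such a bias may explain most of the change. The splits leave open whether any of the 4 arose by chance.

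Genes with an 8mer match to miR-181a-5p, TGAATGTA, in the 3'UTR were lower in LV-181 than in LV-NS at day 7, in samples the paper does not report on. The coefficient of the match was -0.04124 (standard error 0.006858, 966 of 13199 genes), the most negative of 5304 words of similar frequency, or 0.01885% of them. Composition of the 3'UTR in general would place many words as low, and transduction as such would lower the same genes in LV-138, where 98.28% of words were as negative as this one. The predictions on composition and on the vector were written after the coefficient was seen, and the one on splits before. Only the real one, 1 of the 10 splits, gave a coefficient as large. At day 2 the coefficient in LV-181 against LV-NS was much smaller, -0.009395 (standard error 0.005865), with 4.035% of words as negative. The day 7 pattern could come from repression by miR-181a from the vector, as a hypothesis, but chance in 6 samples cannot be excluded with 10 splits. Genes are not independent replicates, so a rank among words was given in place of a p-value. The rank is no measure of chance between samples. A split that mixed the vectors, with a coefficient of -0.0234, also placed this word as the most negative.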

How the results depend on the processing

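The number of genes past the threshold depended strongly on the processing. At day 7, LV-138 and LV-NS differed in 186 genes in the main fit. A filter of at least 1 CPM in at least 3 samples gave 175 and limma voom 260, and RLE size factors changed the count little. The count was 732 with the DESeq2 Wald test, 531 with all 18 samples in the fit, 494 with edgeR's likelihood ratio test, 472 without a filter on low counts, 1 at an adjusted p of 0.01 and 0 with only the 6 samples compared. It ran from 0 to 371 across the 6 fits that each left out one replicate. With the replicate as a block it was 1024, and 1563 with the block and the likelihood ratio test together. Settings chosen after seeing the data gave 1771 (all 18 samples with the block and the likelihood ratio test), 1943 (both days averaged, with the block and the likelihood ratio test) and 2514 (unadjusted p at most 0.05). The likelihood ratio test and DESeq2 do not carry the uncertainty of each gene's dispersion into the test, which could explain their higher counts such as 494 and 732, and in the simulated data they also called more unchanged genes. The block removes the spread between donors from the residual, which could explain the rise to 1024. Fewer residual degrees of freedom, with 6 samples or a replicate fewer, could explain lower counts but not the 371. Each fit with a replicate left out dropped that donor from a single vector and had no block. Differences between donors therefore enter its values.

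At day 2, the main count of 1 gene became 6 with DESeq2, 2 with all 18 samples, 4 with the likelihood ratio test, 24 without a filter, 5 with the replicate block and 195 with the block and the likelihood ratio test, and from 0 to 1 with one replicate left out. For the difference between the days, the main count of 0 became 4 with DESeq2, 1 with all 18 samples, 4 with the likelihood ratio test, 4 without a filter and 33 with the replicate block and the likelihood ratio test, and stayed at 0 with one replicate left out. For LV-181 against LV-NS at day 7, 0 genes became 5 with DESeq2, 3 with all 18 samples, 14 without a filter, 4 with the replicate block and 11 with the block and the likelihood ratio test, and from 0 to 2 with one replicate left out. At day 2 it became 3 with DESeq2, with all 18 samples, without a filter, with the replicate block and with the block and the likelihood ratio test, and from 0 to 2 with one replicate left out.

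The share of changed genes at day 7 with an absolute log2 fold change under 1, 63.44% in the main fit, was 50.61% with the likelihood ratio test, 54.23% with limma voom, 43.01% without a filter and 0% at an adjusted p of 0.01, where 1 gene was left. With the replicate block and the likelihood ratio test it was 72.87%. It ran from 0% to 46.9% across the 5 fits with one replicate left out that had any changed gene. The fit to only the 6 samples compared and the fit without LV-NS replicate 2 had no changed genes and so gave no share. Genes with low counts need large changes to pass, which could explain the lower share of 43.01% without a filter.

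RHOC at day 7 was lower in LV-138 under every setting, by -0.5952 in the main fit (adjusted p = 0.07007) and from -0.6793 to -0.4868 with one replicate left out. Its adjusted p fell to 0.05 or less with DESeq2 (-0.5986), all 18 samples (-0.5955), the likelihood ratio test (-0.5952) and no filter (-0.6019), and with the replicate block, whether alone or with the likelihood ratio test (-0.6045 in both).

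RHOC at day 2 kept its direction and side of the threshold in all 16 alternatives, the cell cycle and actin cytoskeleton sets at day 7 in all 14, and the miR-138 8mer in all 4 on each day. No other gene set or named gene with an adjusted p of at most 0.05 in the main fit reversed. Named genes far from the threshold did reverse. IBSP at day 7 was -0.1361 with limma voom, and with one replicate left out IBSP ran from -0.2291 to 0.9667, COL2A1 from -2.47 to 0.8797, FMNL2 from -0.01806 to 0.225, GSN from -0.4663 to 0.3332, RHOB from -0.1646 to 0.1334, RUNX2 from -0.05123 to 0.09399 and SPP1 from -1.093 to 1.691. The 654 rows of named genes were otherwise 486 the same, 115 weaker and 39 stronger, with 14 reversed, and the 134 rows of other gene sets 129 the same, 4 weaker and 1 stronger. The 4 weaker ones came from estimating the inter-gene correlation from the data, which raised the adjusted p at day 7 to 0.1487 for the ribosome and for focal adhesion, 0.05559 for homologous recombination and 0.2635 for oxidative phosphorylation. The alternatives for named genes other than RHOC and for the other gene sets were added after the files arrived, as were those for the miR-181a match, which stayed the same in 3 of 3 rows.

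Depth limits the genes with few counts. IRF7 had at most 8 counts in an LV-NS sample at day 7, so its change is large but imprecise, and SP7, BGLAP and MIR138-2 fell below the filter and have no main value. Every sample had at least 21684292 counts on genes, and 3 counts corresponded to at most 0.1383 CPM.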

Differences from the paper's values

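The paper's heat map in Fig. 6A holds 3222 genes with an adjusted p-value under 0.05, where the main fit gave 186 genes between LV-138 and LV-NS at day 7. The paper does not name the comparison behind its 3222 genes, and day 7 was taken from its text. The counts may therefore be of different comparisons. All of the 17 alternatives set before the files arrived also differed from the paper's count, with values from 0 to 1563. Among the settings chosen after seeing the values, an unadjusted p of at most 0.05 gave 2514 genes, within 1.5 times the paper's 3222, whereas 1771 and 1943 genes with other settings stayed outside it. A different comparison, LV-138 against LV-181 at day 7, which the paper does not report, gave 1524 genes without a block and 3139 with the replicate block.

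The colors of Fig. 6B, which its legend describes as the mean log2 fold change, were read by eye and were larger than the means of the fit for all 8 sets. For the cell cycle the paper's value is about -7 in Fig. 6B, read by eye, against -0.3539, and for the regulation of the actin cytoskeleton about -3 in Fig. 6B, read by eye, against -0.1192. None of the 14 alternatives closed the gap for either set, with values from -0.4176 to -0.2962 and from -0.1556 to -0.08105. The ribosome was about -7 in Fig. 6B, read by eye, against -0.3452, and DNA replication about -6 in Fig. 6B, read by eye, against -0.5207. Homologous recombination was about -4 in Fig. 6B, read by eye, against -0.3195, and mismatch repair about -4 in Fig. 6B, read by eye, against -0.3819. Oxidative phosphorylation was about -3 in Fig. 6B, read by eye, against -0.1348, and focal adhesion about -2 in Fig. 6B, read by eye, against -0.104. No alternatives for these 6 sets were set before the files arrived.

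The paper states that RhoC gene expression did not differ by qPCR (Fig. 5D). In the RNA-Seq counts, RHOC was lower in LV-138 in all 3 donors on both days, by a log2 fold change of -0.5952 at day 7 (adjusted p = 0.07007) and -0.4388 at day 2 (adjusted p = 0.9473), neither past the threshold of 0.05 in the main fit. In the fit with the replicate block, the day 7 value was -0.6045 (adjusted p = 0.01163). GSN is drawn as higher in Supplemental Fig. 4B, and its log2 fold change was -0.05228 at day 7 (adjusted p = 0.9677), with 2 donors higher and 1 lower.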

Other observations

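Other splits of the samples were counted for each comparison. Of the 10 splits of the 6 day 7 samples, only the real one, 1 of 10, gave as many as 186 genes, and at day 2 only the real one, 1 of 10, gave as many as 1 gene. For LV-181 against LV-NS, where 0 genes passed the threshold, all 10 splits gave as many on each day. For the difference between the days, where 0 genes passed, all 60 drawn splits gave as many. With 0 genes in the real split no other outcome was possible, so these counts cannot decide about chance. The mean change at day 7 was as large in only 1 of 10 splits for the cell cycle set and 1 of 10 for the actin cytoskeleton set. With 10 splits the share is never below 0.1, so chance cannot be excluded by this count alone.

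The lower expression of the cell cycle set at day 7 was weighed against other explanations, with predictions written before the values were seen. The set was lower in LV-138 than in LV-181 by -0.3949, and LV-181 differed from LV-NS by 0.03587, so that transduction at the level of LV-181, or the LV-NS samples, would not give it. The dose of the LV-138 vector was not tested. LV-181 had at most 53.61 CPM on average at its loci against 5089 CPM at MIR138-1 in LV-138 at day 7. Counts at different loci need not measure dose. After regression on transcript length, GC content and expression level, 98.94% of the mean remained. For an interferon response as the cause, the prediction was a list already higher at day 2, and it was, by 0.835. That value came mostly from donor 3 and may be chance, and the donors do not follow the explanation. Donors 1 and 2, with day 2 interferon changes of 0.2017 and 0.1021, had the larger day 7 cell cycle decreases, -0.4352 and -0.4218, and donor 3, with 1.312, had the smaller one, -0.2306. The order of the donors goes against the vector dose in the same way, since donor 3 also had the largest share of counts at MIR138-1 at day 7, 1.132% against 0.2773% and 0.2539%. With 3 donors neither explanation is excluded.

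For the other 7 sets that were lower in LV-138 at day 7, the same regression was tested with predictions written after the means were seen. Of the mean, 89.2% remained for the actin cytoskeleton, 64.1% for the ribosome, 97.74% for DNA replication, 112.7% for homologous recombination, 96.87% for mismatch repair, 85.32% for focal adhesion and 21.55% for oxidative phosphorylation, where a bias by length, GC content or expression level may explain most of the decrease. A mean as large was given by 3 of the 10 splits for the ribosome and 3 of the 10 for focal adhesion, and by 1 of the 10, the real one, for DNA replication, homologous recombination, mismatch repair and oxidative phosphorylation, predictions also written after. These splits mix the donors and cannot exclude chance.

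A hypothesis set before the files arrived was that genes with a miR-138 8mer match, CACCAGCA, in the 3'UTR are lower in LV-138. The match was present in 746 of 13288 genes, and its coefficient was -0.06419 at day 2 (standard error 0.01202) and -0.0844 at day 7 (standard error 0.01684). It was the most negative of 9300 words of similar frequency on both days, or 0.01075% of them, so composition of the 3'UTR in general would not give it. The real split, 1 of 10, alone gave a coefficient as large at day 2, and again 1 of 10 at day 7. Against LV-181 in place of LV-NS the coefficient was -0.04877 at day 2 and -0.0688 at day 7, so the LV-NS samples themselves are not its source. For transduction with any miRNA vector, LV-181 against LV-NS placed the match among the lowest 9.222% of words at day 7 and the lowest 0.8345% at day 2. The coefficients were close, -0.01574 at day 7 (standard error 0.007674) and -0.01493 at day 2 (standard error 0.006554), so the explanation stays open on both days, although both are smaller than in LV-138. All of these predictions were written before the coefficients were seen. The pattern is consistent with a direct effect of miR-138 on many transcripts, each by a small amount, as a hypothesis that cannot be told apart from a part played by the vector or from chance.

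RHOC counts were lower in LV-138 than in LV-NS. At day 7 the mean was 198.9 ± 26.9 CPM against 300.6 ± 7.694 CPM (TMM-normalized, SD, n = 3 each), and the change by donor was -0.5088, -0.4808 and -0.8232 on the log2 scale. The paper names PPIA as the qPCR reference in supplemental figure legends and does not state the reference gene of Fig. 5D. PPIA was itself lower at day 7, by a log2 fold change of -0.5272 (adjusted p = 0.04622). Relative to PPIA, RHOC changed by -0.07841 ± 0.2327 on the log2 scale (SD, n = 3 donors), so at day 7 a change of the housekeeping gene is a possible explanation for a difference in counts that a measure relative to PPIA would not show. At day 2 it is not, since RHOC relative to PPIA was lower in all 3 donors, by -0.1572, -0.2645 and -0.4094 (mean -0.277 ± 0.1266, SD). The paper does not give the day of Fig. 5D. The prediction for day 7 was written after the fold change of PPIA was seen. PPIA and its pseudogenes together changed by -0.4858, a prediction written before. PPIA alone held 90.32% to 94.84% of this sum, so the sum could hardly differ from PPIA. Reads counted at the pseudogenes thus do not make up for the decrease of PPIA. Shared reads that were not counted at all are not covered by this sum. At day 7, RHOC differed by 0.1369 between LV-181 and LV-NS, so transduction at the level of LV-181 would not lower it then, a prediction written after. At day 2, RHOC differed by -0.1664 between LV-181 and LV-NS (standard error 0.113), so a part played by transduction stays open on that day. Whether the qPCR in Fig. 5D was affected was not tested, since its values are not in the files analysed here.

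The colors of Fig. 6B may show the set statistic of GAGE. Computed from the fold changes of the fit, this statistic was within 1.5 times the value read from the figure for 7 of the 8 sets, from -7.243 for the ribosome to -2.8 for homologous recombination. The prediction was written before the statistic was computed.

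Osteogenic genes that the paper measured by qPCR had the following changes between LV-138 and LV-NS in the RNA-Seq counts, as folds of the mean over 3 donors. MMP13 was higher in all 3 donors at day 7, by a fold of 2.583. ALPL had a fold of 0.4785 at day 7 and was higher in 0 donors. RUNX2 had a fold of 0.8677 at day 2 and 1.021 at day 7. IBSP had a fold of 0.2872 at day 2 and 0.8622 at day 7. SPP1 had a fold of 2.339 at day 2 and 1.192 at day 7, each higher in 2 donors. The SPP1 folds are imprecise, with SDs of 2.078 and 1.598 on the log2 scale. An LV-NS sample had at most 27 SPP1 counts at day 2 and 12 at day 7. SP7 had folds of 1.13 at day 2 and 4.021 at day 7, and BGLAP 0.7005 and 1.08. Both SP7 and BGLAP had few counts and fell below the filter. In the main fit the adjusted p-values at day 7 were 0.418 for MMP13, 0.6044 for ALPL, 0.9767 for RUNX2 and 0.8881 for IBSP. For IBSP that fit gave a log2 fold change of 0.412, in the other direction from its fold of 0.8622 over donors. With the replicate block they were 0.01182 for MMP13 and 0.04345 for ALPL.

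In LV-181 against LV-NS at day 2, the actin cytoskeleton set had a mean log2 fold change of -0.0365 (111 genes lower and 52 higher, adjusted p = 0.04572) and the ribosome set one of -0.04819 (67 of 83 genes lower, adjusted p = 0.04572).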
